# Accelerated cerebromicrovascular senescence contributes to cognitive decline in a mouse model of paclitaxel (Taxol)‐induced chemobrain

**DOI:** 10.1111/acel.13832

**Published:** 2023-05-26

**Authors:** Chetan Ahire, Adam Nyul‐Toth, Jordan DelFavero, Rafal Gulej, Janet A. Faakye, Stefano Tarantini, Tamas Kiss, Anna Kuan‐Celarier, Priya Balasubramanian, Anna Ungvari, Amber Tarantini, Raghavendra Nagaraja, Feng Yan, Qinggong Tang, Peter Mukli, Tamas Csipo, Andriy Yabluchanskiy, Judith Campisi, Zoltan Ungvari, Anna Csiszar

**Keywords:** aging, chemotherapy, chemotherapy‐induced cognitive impairment, dementia, functional hyperemia, senescence, vascular cognitive impairment

## Abstract

Chemotherapy‐induced cognitive impairment (“chemobrain”) is a frequent side‐effect in cancer survivors treated with paclitaxel (PTX). The mechanisms responsible for PTX‐induced cognitive impairment remain obscure, and there are no effective treatments or prevention strategies. Here, we test the hypothesis that PTX induces endothelial senescence, which impairs microvascular function and contributes to the genesis of cognitive decline. We treated transgenic p16‐3MR mice, which allows the detection and selective elimination of senescent cells, with PTX (5 mg/kg/day, 2 cycles; 5 days/cycle). PTX‐treated and control mice were tested for spatial memory performance, neurovascular coupling (NVC) responses (whisker‐stimulation‐induced increases in cerebral blood flow), microvascular density, blood–brain barrier (BBB) permeability and the presence of senescent endothelial cells (by flow cytometry and single‐cell transcriptomics) at 6 months post‐treatment. PTX induced senescence in endothelial cells, which associated with microvascular rarefaction, NVC dysfunction, BBB disruption, neuroinflammation, and impaired performance on cognitive tasks. To establish a causal relationship between PTX‐induced senescence and impaired microvascular functions, senescent cells were depleted from PTX‐treated animals (at 3 months post‐treatment) by genetic (ganciclovir) or pharmacological (treatment with the senolytic drug ABT263/Navitoclax) means. In PTX treated mice, both treatments effectively eliminated senescent endothelial cells, rescued endothelium‐mediated NVC responses and BBB integrity, increased capillarization and improved cognitive performance. Our findings suggest that senolytic treatments can be a promising strategy for preventing chemotherapy‐induced cognitive impairment.

**Abbreviations**
ABT263: navitoclax
BBB: blood‐brain barrier
CICI: chemotherapy‐induced cognitive impairment
CMVECs: cerebromicrovascular endothelial cells
GCV: ganciclovir
LNAME: N(gamma)‐nitro‐L‐arginine methyl ester
NO: nitric oxide
NVC: neurovascular coupling
OCT: optical coherence tomography
PTX: paclitaxel
VSMCs: vascular smooth muscle cells

## 1 INTRODUCTION

Approximately 30% to 50% of cancer survivors experience progressive chemotherapy‐induced cognitive impairment (CICI, often referred to as “chemobrain”) (Wefel et al., 2010). Paclitaxel (PTX; sold as the brand name Taxol among others) is a taxane‐based chemotherapy drug targeting tubulin, which is used as a first‐line treatment against solid tumors including breast cancer, ovarian cancer, and cervical cancer. Although PTX has poor blood–brain barrier (BBB) penetration (Gallo et al., 2003; Kemper et al., 2003), CICI frequently occurs in patients who received PTX treatment. Most commonly affected functions include memory, attention and executive control. These symptoms persist for months or years following treatment and significantly limit the patients' quality of life and negatively affect treatment outcome. Preclinical studies show that PTX treatment also leads to a progressive impairment of cognitive function in rodent models, mimicking the clinical condition of patients with chemobrain (Chang et al., 2020). At present, there are no effective strategies to prevent or reverse PTX‐induced cognitive decline.

A paradigm shift in the pathogenesis of cognitive decline focuses on the complex role of cerebromicrovasculature. Recently, a new concept has emerged, suggesting that cancer treatments (e.g., radiation therapy) (Yabluchanskiy et al., 2020) cause microvascular injury/dysfunction, which importantly contribute to their side effects. PTX has been shown to adversely affect the phenotype of cultured endothelial cell, inhibiting proliferation and angiogenic capacity (Wang et al., 2003). Yet, the role of cerebromicrovascular alterations in PTX‐induced cognitive decline has not yet been studied.

A critical mechanism by which chemotherapeutics impair cellular and tissue function is the generation of persistent DNA damage (Demaria et al., 2017). In dividing cells, including endothelial cells, DNA damage induces a chronic stress response termed cellular senescence, which result in complex functional and phenotypic alterations (Demaria et al., 2017; Katzir et al., 2021; Kim et al., 2019; Lewis‐McDougall et al., 2019; Ogrodnik et al., 2019, 2021; Patil et al., 2019; Tuttle et al., 2020; Yousefzadeh et al., 2020). There is evidence that while mature neurons are resistant to chemotherapeutic agents, endothelial cells are highly sensitive and most chemotherapeutics cause significant molecular stresses in them. While the brain concentration of PTX is very low, endothelial cells are exposed to the highest concentrations of PTX in the body making them uniquely vulnerable to PTX‐induced DNA damage, senescence and loss of function.

Here, we test the hypothesis that PTX induces endothelial senescence *in vivo*, which contributes to cerebromicrovascular dysfunction, and thereby the genesis of cognitive decline. To achieve this goal, we used transgenic p16‐3MR mice, which allows the detection and selective elimination of senescent cells (Yabluchanskiy et al., 2020). To differentiate between cognitive symptoms caused by chemotherapy and the general comorbidity of cancer, we treated cancer‐free p16‐3MR mice with PTX or vehicle. Then, PTX‐treated and control mice were tested for cognitive performance, endothelium‐dependent neurovascular coupling (NVC) responses, brain capillary density, blood–brain barrier (BBB) integrity, and the presence of senescent cells 6 months after chemotherapy. Impaired NVC, capillary rarefaction, BBB disruption, and consequential neuroinflammation have been causally linked to the genesis of cognitive impairment (Toth et al., 2017). To establish a causal relationship between chemotherapy‐induced senescence and cerebromicrovascular dysfunction, senescent cells were depleted from two sub‐groups of PTX‐treated animals 3 months after chemotherapy using the p16‐3MR transgene or a pharmacological agent known to target senescent cells (Figure 1) (Yabluchanskiy et al., 2020).

**FIGURE 1:**
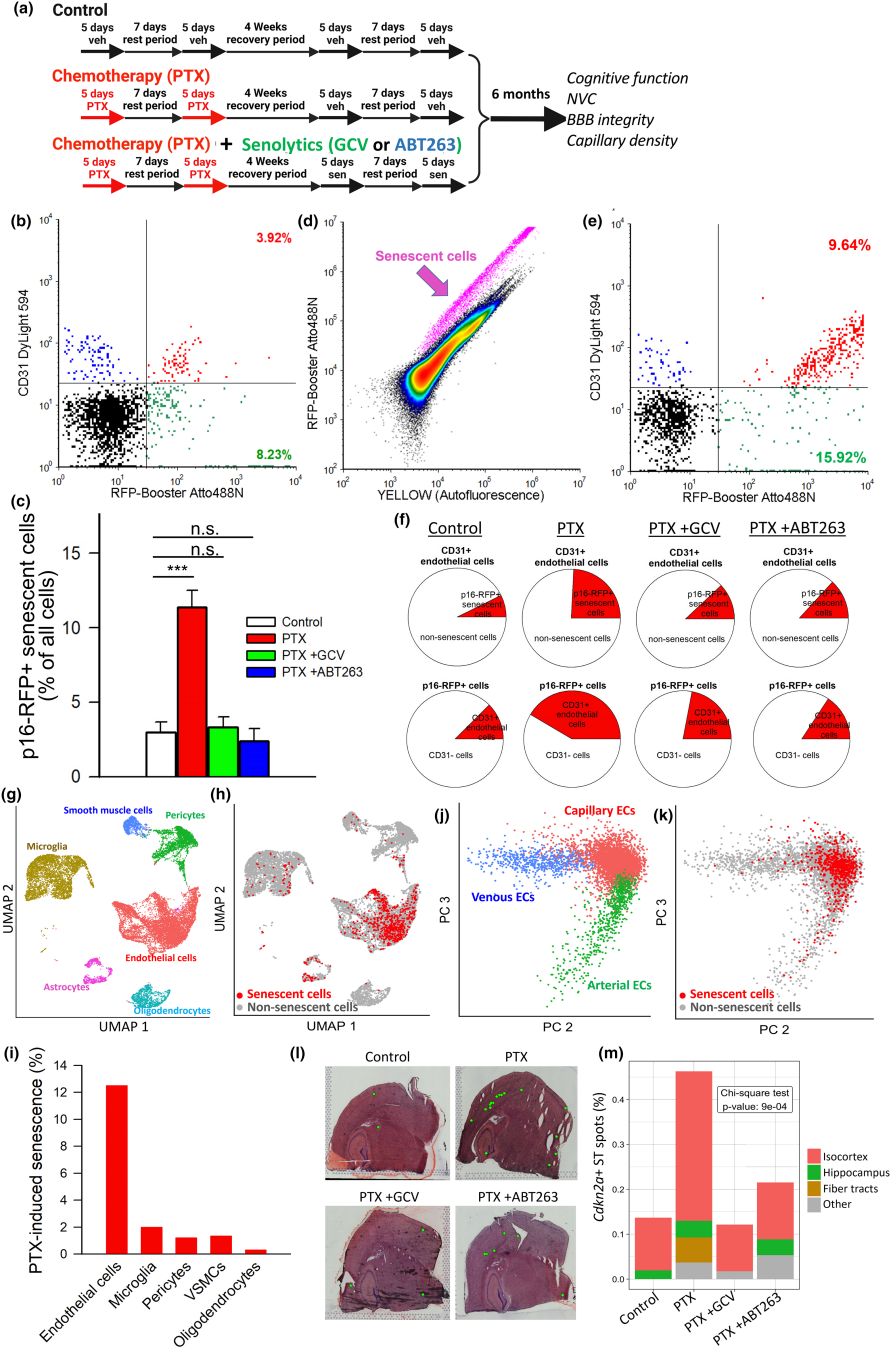
GCV and ABT263 treatment successfully deplete senescent endothelial cells from the brains of PTX‐treated p16‐3MR mice. (a) Schematic representation of the experimental design. PTX: paclitaxel, GCV: ganciclovir, NVC: neurovascular coupling. (b–f) Flow cytometric detection of RFP^+^/CD‐31^+^ senescent endothelial cells, RFP^−^/CD‐31^+^ non‐senescent endothelial cells and RFP^+^/CD‐31^−^ senescent non‐endothelial cells in single‐cell suspensions obtained from the brains of control and PTX treated p16‐3MR mice that received vehicle, GCV or the senolytic drug ABT263. Brains were analyzed 6 months after PTX. (b) shows a representative dot plot of RFP‐Booster Atto647N fluorescence (which correlates with p16‐3MR expression) versus CD‐31 staining (583/26 nm), depicting the percentage of senescent endothelial cells with bright fluorescence in the brain of a PTX treated mouse. Summary data for all senescent cells are shown in (e). Data are mean ± SEM (*n* = 4 for each data point). ***p < 0.001 versus control. (d) Representative density plots of RFP‐Booster Atto647N fluorescence versus autofluorescence obtained from the FACS sorting of single cell brain suspension of a PTX treated mouse. Note the distinct population of RFP^+^ senescent cells (purple arrow). (e) Flow cytometric detection of RFP^+^/CD‐31^+^ senescent endothelial cells and RFP^+^/CD‐31^−^ senescent non‐endothelial cells in single‐cell suspension obtained from the brain of a PTX treated p16‐3MR mouse, which was enriched for RFP+ cells by FACS. Dot plot of RFP‐Booster Atto647N fluorescence versus CD‐31 staining depicts the percentages of senescent endothelial cells with bright fluorescence in both channels and that of RFP^+^/CD‐31^−^ senescent non‐endothelial cells. (f) Pie charts in the upper row show the ratio of senescent endothelial cells as percentage of all endothelial cells. Note that PTX treatment significantly increases the presence of senescent endothelial cells in the mouse brain, which is reversed by both GCV and ABT263 treatment. Pie charts in the bottom row show the ratio of senescent endothelial cells as percentage of all senescent cells. (g) Identification of cerebromicrovascular endothelial cells based on differentially expressed marker genes (scRNAseq data). Shown is two‐dimensional UMAP plot based on differentially expressed marker genes, colored by cluster. Cluster identity was assigned based on previously reported differentially expressed genes listed in Table S1. (h) Cells with high expression of senescence markers overlaid on UMAP plots for brains of PTX treated mice. (i) Bar charts showing percentage of senescent endothelial cells, microglia, pericytes, vascular smooth muscle cells (VSMCs) and oligodendrocytes in brains of PTX treated mice. (j) Principal component analysis of RNA‐Seq data generated from brain endothelial cells derived from PTX treated mice. Capillary‐, venous‐, and arterial endothelial cells were identified based on their specific gene expression signatures. Shown is visualization of endothelial cell subclusters, color coded for the identified endothelial phenotypes. Marker genes of each cluster are provided in Table S3. Senescent endothelial cells identified based on high expression of senescence markers are highlighted (red) in (k). (l) Spatially‐resolved mRNA expression of the senescence marker gene *Cdkn2a* (green ST spots) in brains of control and PTX treated p16‐3MR mice that received vehicle, GCV or ABT263. Representative H&E stained coronal sections of brains are shown. (m) Spatial distribution of *Cdkn2a* positive spots, expressed as a percentage of all spots in the different anatomical regions in brains of each group of mice. GCV and ABT263 treatment successfully depleted senescent cells from the isocortex of PTX treated p16‐3MR mice.

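Panels l and m show the isocortex named by histology and an atlas, while here it was named by clusters of gene expression. Spots of a tissue array that captures RNA at known places were called positive when they held a molecule of Cdkn2a, the gene of p16. Positive spots made up 0.166% (95% interval of the count 0.00421 to 0.922) and 0.592% (0.161 to 1.51) of isocortex spots after PTX and GCV, and 0.661% (0.215 to 1.54) and 0.448% (0.0924 to 1.30) in the sections labelled PTX+ABT263. PTX section 1 lies above all 4 of these values and PTX section 2 between them. The group means were 0.379% ± 0.301 with GCV and 0.555% ± 0.151 in the sections labelled PTX+ABT263 (SD, n = 2 sections each), with differences from PTX of -0.689 and -0.514 percentage points (exact permutation p = 0.667 and p = 1.00). Per molecule sequenced in the isocortex, Cdkn2a was 0.495 times as frequent with GCV as with PTX (exact 95% interval 0.139 to 1.45) and 0.663 times in the sections labelled PTX+ABT263 (0.241 to 1.69).

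With spots pooled per group, 5 of 1278 isocortex spots were positive with GCV and 8 of 1426 in the sections labelled PTX+ABT263 (Fisher's exact p = 0.0956 and p = 0.273 against PTX). As shares of all spots of a section, the isocortex spots with Cdkn2a made up 0.0885% ± 0.0741 with GCV and 0.145% ± 0.0466 in the sections labelled PTX+ABT263. For counts summed per section the log2 fold change of Cdkn2a was -1.03 with GCV (SE 0.82, edgeR adjusted p = 0.828) and -0.44 in the sections labelled PTX+ABT263 (SE 0.73, edgeR adjusted p = 0.875).

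Few other genes of the isocortex moved after GCV. Avp, the vasopressin gene, fell by 3.88 on the log2 scale (SE 0.49, edgeR adjusted p = 0.00359). Ttr, a thyroid hormone carrier of the choroid plexus, fell by 2.48 (SE 0.29, edgeR adjusted p = 0.00275). Ecrg4, also of the choroid plexus, fell by 2.28 (SE 0.29, edgeR adjusted p = 0.00359), the last of 3 genes that passed. In the rest of the section, scaled to equal totals, Avp stood at 464 and 366 CPM with PTX and at 14.0 and 10.8 with GCV, and Ttr at 2666 and 3845 against 1525 and 1459. Of 23 oligodendrocyte and myelin genes 0 passed edgeR over all genes and 5 fell adjusted over the list alone (9 at an unadjusted p under 0.05, 0 by DESeq2; camera adjusted p = 0.368 with an estimated correlation). Of 5 haemoglobin genes and partners 0 passed edgeR and 4 fell adjusted over the list alone (4 at an unadjusted p under 0.05, 0 by DESeq2; adjusted p = 0.376 with an estimated correlation). Among the genes of the secretory phenotype of senescent cells 0 of 21 passed either way (2 at an unadjusted p under 0.05, 0 by DESeq2).

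In the sections labelled PTX+ABT263, 12 genes rose and 17 fell. This balance depended on the settings: 19 rose and 11 fell with DESeq2, and 44 and 36 with only the 2 groups compared. With total counts 15 rose and 121 fell, and with no filter on low counts 154 and 187. Genes of the sex chromosomes led: Xist, the RNA of the inactive X chromosome, was at 19.0 and 18.8 CPM (counts scaled to library totals corrected by TMM factors) against 0.0696 and 0 with PTX. The Y-linked Ddx3y was at 0.179 and 0 against 27.9 and 30.5, although the labels call all mice male. Of the 20 genes on other chromosomes 9 rose and 11 fell. Cort, the cortistatin gene of interneurons, rose by 0.66 (SE 0.11, edgeR adjusted p = 0.0167) and Fam107a, an astrocyte gene, by 0.49 (SE 0.08, edgeR adjusted p = 0.0180). Rbm3, a cold-induced RNA-binding protein gene, fell by 0.66 (SE 0.09, edgeR adjusted p = 0.00395). Of 16 genes of pericytes and smooth muscle 2 fell, Myh11 by 1.98 (SE 0.35, edgeR adjusted p = 0.0273) and Acta2 by 1.39 (SE 0.27, edgeR adjusted p = 0.0461), both contractile proteins of smooth muscle (adjusted p = 0.541 with an estimated correlation). Klf2, a flow-responsive endothelial factor, fell by 1.10 (SE 0.20, edgeR adjusted p = 0.0322). Of the 13 mitochondrially encoded genes 0 passed over all genes and 13 rose adjusted over the list alone (13 at an unadjusted p under 0.05, 4 by DESeq2). Of 16 astrocyte genes 0 passed edgeR and 7 rose adjusted over the list alone (8 at an unadjusted p under 0.05, 1 by DESeq2). Both lists have adjusted p = 0.541 with an estimated correlation.

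Without PTX section 1 both differences in shares turn, to 0.101 percentage points with GCV and 0.276 in the sections labelled PTX+ABT263, and without PTX section 2 they are -1.48 and -1.30, while the log2 fold changes of Cdkn2a turn to 0.64 and 1.22 without PTX section 1. The 3 genes of GCV are 2 without PTX section 1, 0 without PTX+GCV section 1 (edgeR; 652 at an unadjusted p under 0.05), 8 without Control section 1 or 2 and 10 without section 1 or 2 labelled PTX+ABT263, and the 29 of the sections labelled PTX+ABT263 are 10 without PTX section 1, 12 without their section 2, 51 without Control section 1 and 54 without Control section 2.

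**Figure D1:**
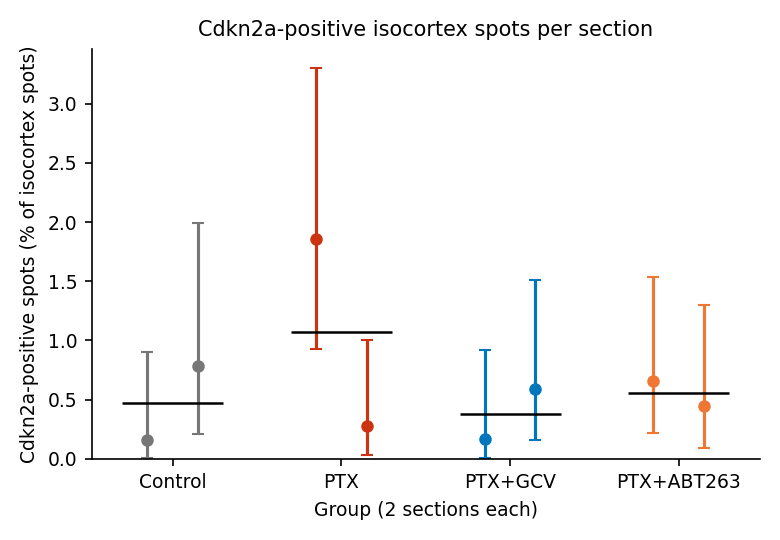
Share of Cdkn2a positive spots among isocortex spots (percent) in each of the 8 sections; points are sections with exact 95% intervals of counting error, and black lines are group means. The highest point is PTX section 1, whose interval overlaps all others but those of Control section 1 and PTX+GCV section 1.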

## 2 MATERIALS AND METHODS

A detailed description of Materials and methods is available in Supplementary information.

### 2.1 Experimental animals and experimental design

To identify and eliminate senescent cells, we used a novel transgenic mouse model (p16‐3MR mice; Yabluchanskiy et al., 2020) that carries a fusion protein (3MR) under control of the p16^*Ink4a*^ promoter. 3MR contains monomeric red fluorescent protein (mRFP), which enables us to FACS‐sort senescent cells from tissues, and the herpes simplex virus thymidine kinase, which allows us to selectively kill p16‐positive senescent cells by administering the prodrug ganciclovir (GCV).

Three‐month‐old male p16‐3MR mice received PTX (5 mg/kg/day, i.p., *n* = 150) or vehicle (DMSO + saline, *n* = 50) in 2 cycles (5 days/cycle) with a 7‐day interval between cycles. Mice were left to recover for 2 weeks in the original environment. Then, PTX treated mice were assigned randomly to three groups. Two groups received the senolytic drug ABT263 (Navitoclax, Chemgood, C‐1009, i.p., 1.5 mg/kg/daily in DMSO/saline) (Yabluchanskiy et al., 2020) or ganciclovir (GCV [TSZCHEM, RG001, >99%]; i.p. 25 mg/kg/daily) for 5 days and 2 cycles with a 2 week interval between cycles (Yabluchanskiy et al., 2020). The third group served as vehicle controls.

At the end of 6 months after the PTX protocol, mice were tested for cognitive functions, NVC responses, and microvascular densityand BBB integrity, and then were euthanized for tissue collection. All animal protocols were approved by the Institutional Animal Care and Use Committee of the OUHSC.

### 2.2 Radial arms water maze testing

To determine how senescence induced by PTX and depletion of senescent cells affect cognitive function, spatial memory and long term memory were tested by assessing performance in the radial arms water maze at 6 months post‐chemotherapy, following our published protocols (Yabluchanskiy et al., 2020).

### 2.3 Spatial memory testing of mice in Y‐maze

Hippocampal‐dependent contextual memory was tested with the Y‐maze two‐trial delayed alternation task according to our published protocol (Csiszar et al., 2013).

### 2.4 Grip strength, rotarod, and gait analysis

As an additional control, we determined how the pharmacological treatments affect muscle function in mice. To that end, the grip strength test was used to measure the maximal muscle strength of mouse forelimbs. Motor coordination was assessed using an automated four‐lane rotarod tool. To determine the impact of PTX treatment on gait coordination, we tested the experimental groups of mice using an automated computer assisted method (CatWalk; Noldus Information Technology Inc.) using our previously reported protocol (Ungvari et al., 2017).

### 2.5 Intravital two‐photon microscopy

To assess BBB permeability and cerebromicrovascular density, mice were equipped with a chronic cranial window and intravital two‐photon microscopy‐based and optical coherence tomography (OCT) based imaging methods were used as previously described (Nyul‐Toth et al., 2021).

### 2.6 Assessment of neurovascular coupling responses

NVC responses were assessed as described previously (Tarantini, Balasubramanian, et al., 2021; Tarantini et al., 2018, 2021). In brief, mice in each group were anesthetized with isoflurane (2% induction and 1% maintenance), endotracheally intubated, and ventilated. The skull was thinned and changes in cerebral blood flow (CBF) were assessed above the left somatosensory whisker barrel cortex in response to mechanical stimulation of the right whiskers. To assess the role of NO mediation, CBF responses to whisker stimulation were repeated after administrating the nitric oxide synthase inhibitor N^ω^‐Nitro‐L‐arginine methyl ester (L‐NAME). At the end of the experiments, the animals were transcardially perfused with ice‐cold PBS and decapitated. The brains were immediately removed and samples were collected for subsequent studies. Whole brains were collected for FACS analysis and transcriptomics. Acute brain slices were collected for LTP measurements. Half brains were immersion fixed in 4% paraformaldehyde for 24 hours, transferred to sucrose gradients and embedded and cut for immunohistochemistry.

### 2.7 Electrophysiological studies to assess synaptic function and long‐term potentiation (LTP)

To determine how PTX affects neuronal function, extracellular recordings were performed from acute hippocampal slices obtained from a separate cohort of control and PTX‐treated animals as described (Tucsek et al., 2017).

### 2.8 Determination of senescent cell burden by flow cytometric analysis

We used sorted cells obtained from the single‐cell suspensions from the brain samples to analyze senescent cell burden using our published protocols (Yabluchanskiy et al., 2020). In brief, single‐cell suspensions were prepared. Fixed cells were stained with the RFP‐Booster (AlexaFluor‐488, 1:1000; Chromotek; US‐QUO201590, 0.5 gm/L) for 30 min, centrifuged (300 × g, 10 min), and resuspended in MACS buffer (Miltenyi Biotech). The RFP‐Booster allows for the detection of senescent cells that express the RFP‐containing 3MR construct under the control of the p16^*Ink4a*^ promoter.

To assess senescent cell burden, a portion of the RFP‐Booster‐stained samples was also labelled with an antibody directed against the endothelium‐specific surface marker CD31. First, the fraction of RFP+ senescent cells were determined as a percentage of total cells in the single cell suspensions from whole brain lysates using a Guava® EasyCyte™ BGR HT Flow Cytometer (Luminex). Then, the ratio of RFP^+^/CD31^+^ senescent endothelial cells as a percentage of all CD31^+^ endothelial cells were determined.

Fluorescent activated cell sorting (FACS) with the low‐pressure WOLF Cell Sorter™ (NanoCellect) was used to obtain a cell suspension enriched in brain senescent cells. RFP+ senescent cells were stained with cell‐specific markers. Antibodies against CD31 were used to quantify the ratio of senescent endothelial cells.

### 2.9 Assessing PTX‐induced senescence in cultured cerebromicrovascular endothelial cells

Cellular senescence is characterized by senescence‐associated β‐galactosidase (SA‐β‐gal) activity. To assess the sensitivity of cultured primary cerebromicrovascular endothelial cells to PTX‐induced senescence, we measured SA‐β‐gal activity in PTX‐treated cultured human cerebromicrovascular endothelial cells (CMVECs). Human CMVECs were treated with vehicle (DMSO in media) or PTX (Ramanathan et al., 2005) for 10 days. To assess the sensitivity of CMVECs to PTX‐induced senescence, SA‐β‐gal activity was compared in PTX‐treated CMVECs and untreated controls. The percentage of β‐galactosidase‐positive cells (blue cytoplasmic staining) was calculated by a naïve observer.

### 2.10 Single‐cell transcriptomics

To identify senescent cells in brains of PTX‐treated mice, a single‐cell transcriptomics‐based method was also used, as described (Kiss et al., 2020). This technology enables capture of mRNAs from single cells obtained from dissociated tissues, synthesis and amplification of cDNA, and generation of single‐cell libraries for sequencing. We used a gel bead‐in‐emulsion‐based droplet sequencing method, which is ideal for studying a large amount of brain cells in an unbiased manner. We identified cerebromicrovascular endothelial cells and other brain cell types on the basis of their gene expression profile and matched transcriptomic signatures of cellular senescence to these cells, as previously described (Kiss et al., 2020). Cell clusters were identified by the expression of known, previously validated canonical cell type markers (Kiss et al., 2020) (Table S1). The set of senescence‐related core genes used for gene set enrichment analysis is given in Table S2. For further analysis, endothelial cells were divided into three sub‐clusters: endothelial cells form arteries, veins and capillaries using canonical marker genes (Table S3).

### 2.11 Spatial transcriptomics

Spatial transcriptomics (ST) was used to assess spatial distribution of senescent cells in brains of PTX‐treated mice, as previously described (Kiss et al., 2022). Spatially resolved whole transcriptome mRNA expression was analyzed in sections of brains, while capturing histological information in the same tissue section. Microdomains containing senescent cells were identified on the basis of their senescence‐related gene expression profiles and were mapped to different anatomical brain regions, including the isocortex, white matter and hippocampi as described (Kiss et al., 2022).

### 2.12 Detection of activated microglia by immunohistochemistry

Brains were perfusion‐fixed and frozen OCT‐embedded sagittal sections (35 μm) were cut. Sections were immunolabeled for IBA‐1 (rabbit anti‐mouse Iba‐I antibody; 1:200, Fijifilm; overnight at 4°C) and the endothelial marker endomucin (rat monoclonal anti‐mouse endomucin antibody; 1:50, Invitrogen; overnight at 4°C) to identify microglia and capillary endothelial cells in the brain, respectively. Confocal images were obtained using Leica SP8 MP confocal laser scanning microscope. The relative staining intensity for IBA‐1 positive perivascular microglia per region of interest was assessed.

### 2.13 Statistical analysis

Depending on the experiment, statistical analyses were carried out by unpaired *t* test, one‐way or two‐way ANOVA with Fisher LSD *post hoc* test using GraphPad Prism 7.0, as appropriate. Differences were considered significant at *p* < 0.05. Data are presented as means ± standard error of mean (SEM) or all measured values as bar graphs or box plots with interquartile distributions and median values. Analysis was made with GraphPad Prism.

## 3 RESULTS

### 3.1 PTX induces senescence in cultured endothelial cells

To provide prima facie evidence that PTX induces senescence in endothelial cells, we performed SA‐β‐gal staining of PTX treated and untreated cerebromicrovascular endothelial cell (CMVEC) cultures. PTX significantly increased the ratio of CMVECs with positive SA‐β‐gal staining (Figure S1).

### 3.2 PTX induces endothelial senescence: Protective effects of senolytic treatments

To elucidate the effect of *in vivo* PTX treatment on cellular senescence and to determine the efficacy of senolytic treatments, we used flow cytometry to detect p16‐RFP+ senescent cells 6 months after PTX treatment (Figure 1b). PTX treatment resulted in significant increases in the number of p16‐RFP+ cells in the mouse brain (Figure 1c). Conversely, both GCV and ABT263 treatment reduced p16‐RFP+ senescent cell burden in brains of PTX treated mice (Figure 1c).

To demonstrate how PTX affects endothelial cells, samples enriched for senescent p16‐RFP+ cells (Figure 1d) were co‐sorted for the endothelial marker CD31 (Figure 1e). We found an increased fraction of CD31+/p16‐RFP+ among the p16‐RFP+ cells isolated from the brains of PTX treated mice, indicating that PTX induces significant endothelial senescence (Figure 1f). Further, flow cytometric analysis confirmed that an increased fraction of CD31+ endothelial cells express the 3MR protein post‐PTX treatment (Figure 1f).

FACS analysis showed that in PTX treated mice both GCV and ABT263 reduced the ratio of CD31+/p16‐RFP+ among the p16‐RFP+ cells (Figure 1f). Additionally, both GCV and ABT263 treatment reduced the percentage of p16‐RFP+/CD31+ senescent endothelial in brains of PTX treated mice, supporting the concept that these senolytic treatments successfully eliminated senescent endothelial cells (Figure 1f).

### 3.3 Characterization of PTX‐induced senescence by scRNA‐seq

Single‐cell transcriptomes were validated by quality control measures (Figure S2a,b). Unbiased Louvain clustering of cells resolved 6 robust, transcriptionally distinct clusters of cells (Figure 1g). Cell clusters were identified by the significant, cluster specific markers calculated by the MAST method (Table S1). Using this method endothelial cells could be clearly identified. Examples for the expression of canonical endothelial cell markers overlaid on UMAP plots of all cells are shown in Figure S2c–f. Other cell types identified included microglia, smooth muscle cells, pericytes, and oligodendrocytes and a small number of astrocytes (Figure 1g).

To identify senescent subgroups of endothelial cells and other cell types we first examined the expression of *Cdkn2a* and other commonly used senescence markers (Table S2). Because single cell sequencing is inherently prone to dropout, or incomplete detection of genes expressed at low levels, we calculated a modified enrichment score for the whole senescence marker gene set for each cell as described in the Methods. A major advantage of this method is that it considers both the expression amplitude of senescence‐related genes and the number of senescence‐related genes expressed in each cell. We found that in brains of PTX treated mice a populous subgroup of senescent endothelial cells (characterized by high senescence gene enrichment scores) is present (Figure 1h,i), whereas other cell types were less affected. Endothelial cells exhibit significant transcriptomic heterogeneity (Kalucka et al., 2020). We defined arterial, capillary, and venous endothelial cell subclusters using previously identified specific markers (Kalucka et al., 2020) (Figure 1j). PTX predominantly induced senescence in capillary endothelial cells (Figure 1j).

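For spatial transcriptomics, coronal brain sections 10 μm thick lay on Visium slides, whose capture spots of 55 μm, set 100 μm apart, bind polyadenylated RNA. Each captured molecule is marked with the barcode of its spot and with a unique molecular identifier (UMI), so that it is counted once. RNA of several neighbouring cells, of whatever types lie there, enters a spot, and a spot with Cdkn2a is therefore a place in the tissue and not a cell. Of the 8 sections, 2 came from each of 4 groups of p16-3MR mice: Control, PTX, PTX followed by ganciclovir (PTX+GCV) and PTX followed by ABT263 (PTX+ABT263). These mice carry a viral thymidine kinase under the promoter of p16, through which GCV kills cells that express it, and ABT263 blocks anti-apoptotic proteins of the BCL-2 family. From 3 months of age, PTX was given at 5 mg/kg on each of 5 days in 2 cycles with 7 days between them, later GCV at 25 mg/kg per day or ABT263 at 1.5 mg/kg per day, and brains were taken 6 months after PTX. Labels describe the mice of every section as male and give 1 batch for all. Whether both sections of a group came from separate mice is not stated in the sources read here, so p-values over sections measure the spread between these sections, and those over spots or UMIs not even that.

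The submitters' processing notes name Space Ranger, Seurat 4.0 and the mouse genome mm10, and the header of the counts names Space Ranger 1.2.1. The values analysed here are whole UMI counts of 32285 genes per spot under tissue, from before any step in Seurat. Spots with under 200 detected genes or over 30% mitochondrial UMIs, the limits the paper states, were left out. The paper also left out spots of low read counts without naming a limit, and no such filter was applied. This kept 2346 and 2571 spots with 19870666 and 33160865 UMIs in the Control sections, and 2558 and 2735 spots with 42886400 and 38112160 UMIs in the PTX sections. It kept 2775 and 2839 spots with 26275532 and 38561349 UMIs in the PTX+GCV sections, and 2817 and 2687 spots with 38298926 and 36097182 UMIs in the PTX+ABT263 sections.

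A spot with at least 1 Cdkn2a UMI was called positive, and each share of positive spots is given with its exact (Clopper-Pearson) 95% interval, which covers counting error alone. Where no spot of a section's region was positive, the limit given instead is the share that 3 spots would make. For pooled spots set against the paper's values, the limit of a count of 0 is the exact one. Groups were compared on the shares of their sections by an exact two-sided permutation test, which with 2 sections against 2 cannot go below p = 0.333, and on spots pooled per group, as in Fig. 1m, by Fisher's exact test, which counts spots as independent although they are not replicates. Counts of each gene were summed per section and tested with the quasi-likelihood F-test of edgeR 4.0.16, all 8 sections in 1 fit, with p adjusted over the genes tested by the Benjamini-Hochberg method. Levels of genes beside their tests are given as CPM, counts scaled to library totals corrected by the TMM factors of edgeR, and levels said to be scaled to equal totals are without these factors. Deeper spots show a rare transcript more often. Cdkn2a UMIs were therefore also set against all UMIs of a group, a ratio chosen after the shares had been seen, and shares were also computed at a depth of 3243 UMIs in each spot, which leaves out 735 Control, 383 PTX, 735 PTX+GCV and 280 PTX+ABT263 spots.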

To assess localization of senescent cells, we used spatial transcriptomics and analyzed expression of *Cdkn2a*. Figure 1l depicts the spatially‐resolved expression of *Cdkn2a* in the brains of control and PTX treated p16‐3MR mice that received vehicle, GCV or ABT263. 

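Cdkn2a, which encodes the cell cycle inhibitors p16INK4A and p19ARF, was rare in every section: 54 of 21328 spots carried it, with 56 UMIs in all. The 2 Control sections had 2 and 5 positive spots, the PTX sections 16 and 9, the PTX+GCV sections 3 and 4, and the sections labelled PTX+ABT263 9 and 6. The isocortex, the layered mantle of the hemispheres, held 31 of the 54 positive spots, 0.603% of its spots against 0.142% elsewhere. Thalamus, hypothalamus, striatum and the remaining parts together held 15, the fiber tracts 5 and the hippocampus 3. A pair of spots had 2 UMIs of Cdkn2a, 1 in each PTX section, and no other spot had more than 1.

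If each section's positive spots were drawn at random from its spots, 13.1 would fall in the isocortex (two-sided permutation p = 2e-05, the smallest that 100000 draws can give). It would be 17.3 if they were drawn among spots of like depth (permutation p = 1e-04), and in the fiber tracts, whose spots are shallow, 2.39 (permutation p = 0.0661). Outside the isocortex, fiber tracts and hippocampus 31.1 would fall (permutation p = 4e-05), in the fiber tracts without regard to depth 6.16 (permutation p = 0.820) and in the hippocampus 3.59 (permutation p = 1.00). These 4 comparisons were chosen after the positions had been seen. By group, among spots of like depth, the isocortex held 5 positive spots against 1.67 drawn in Control (permutation p = 0.0193) and 13 against 8.62 in PTX (permutation p = 0.0848). It held 5 against 2.28 in PTX+GCV (permutation p = 0.0756) and 8 against 4.67 in the sections labelled PTX+ABT263 (permutation p = 0.104). In PTX section 2 the isocortex held 2 of the 9 positive spots. Positive spots were deep ones: their median was 22945 UMIs against 15653 in the other spots of PTX section 1, 26011 against 12636 in Control section 2 and 18512 against 13442 in section 1 labelled PTX+ABT263. The gap was smaller in other sections, such as PTX section 2 (15320 against 13421) and PTX+GCV section 2 (15484 against 12641). Scaled to equal totals, Cdkn2a stood at 0.101 and 0.151 CPM in Control, 0.396 and 0.262 in PTX, 0.114 and 0.104 in PTX+GCV, and 0.235 and 0.166 in the sections labelled PTX+ABT263.

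Within regions, positive spots did not pass the test for lying together in any of the 7 sections with at least 3 of them. The smallest adjusted p in a one-sided permutation test was 0.183 for the distance to the nearest positive spot and 0.102 for the number of pairs that touch. In PTX section 1 that distance was 5.70 spot spacings against 6.23 for spots drawn from the same regions (permutation p = 0.291), while 3 pairs of positive spots touched where 0.513 would (permutation p = 0.0145). In section 1 labelled PTX+ABT263 the distance was 5.94 against 9.66 (permutation p = 0.0261) and no pair touched. Other transcripts in the positive spots were compared with spots of the same section, region and depth over 42 gene lists, and the smallest adjusted p was 0.371. Immediate early genes, switched on by neuronal firing, stood at 21.0 UMIs per 10000 against 18.4 (permutation p = 0.0125) and genes of meninges and fibroblasts at 16.0 against 8.59 (permutation p = 0.0243). Clock genes stood lower, at 6.88 against 7.80 (permutation p = 0.0302), as did apoptosis genes with the BCL-2 family, at 2.93 against 3.51 (permutation p = 0.0353).

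In the GRCm38 annotation Cdkn2a lies on the minus strand of chromosome 4, from 89274471 to 89294653, with 2 transcripts of 3 exons each, which span 89274471 to 89282192 and 89274541 to 89294653. Their ends with the poly(A) tail lie side by side, and the counts per gene do not tell them apart.

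**Figure D2:**
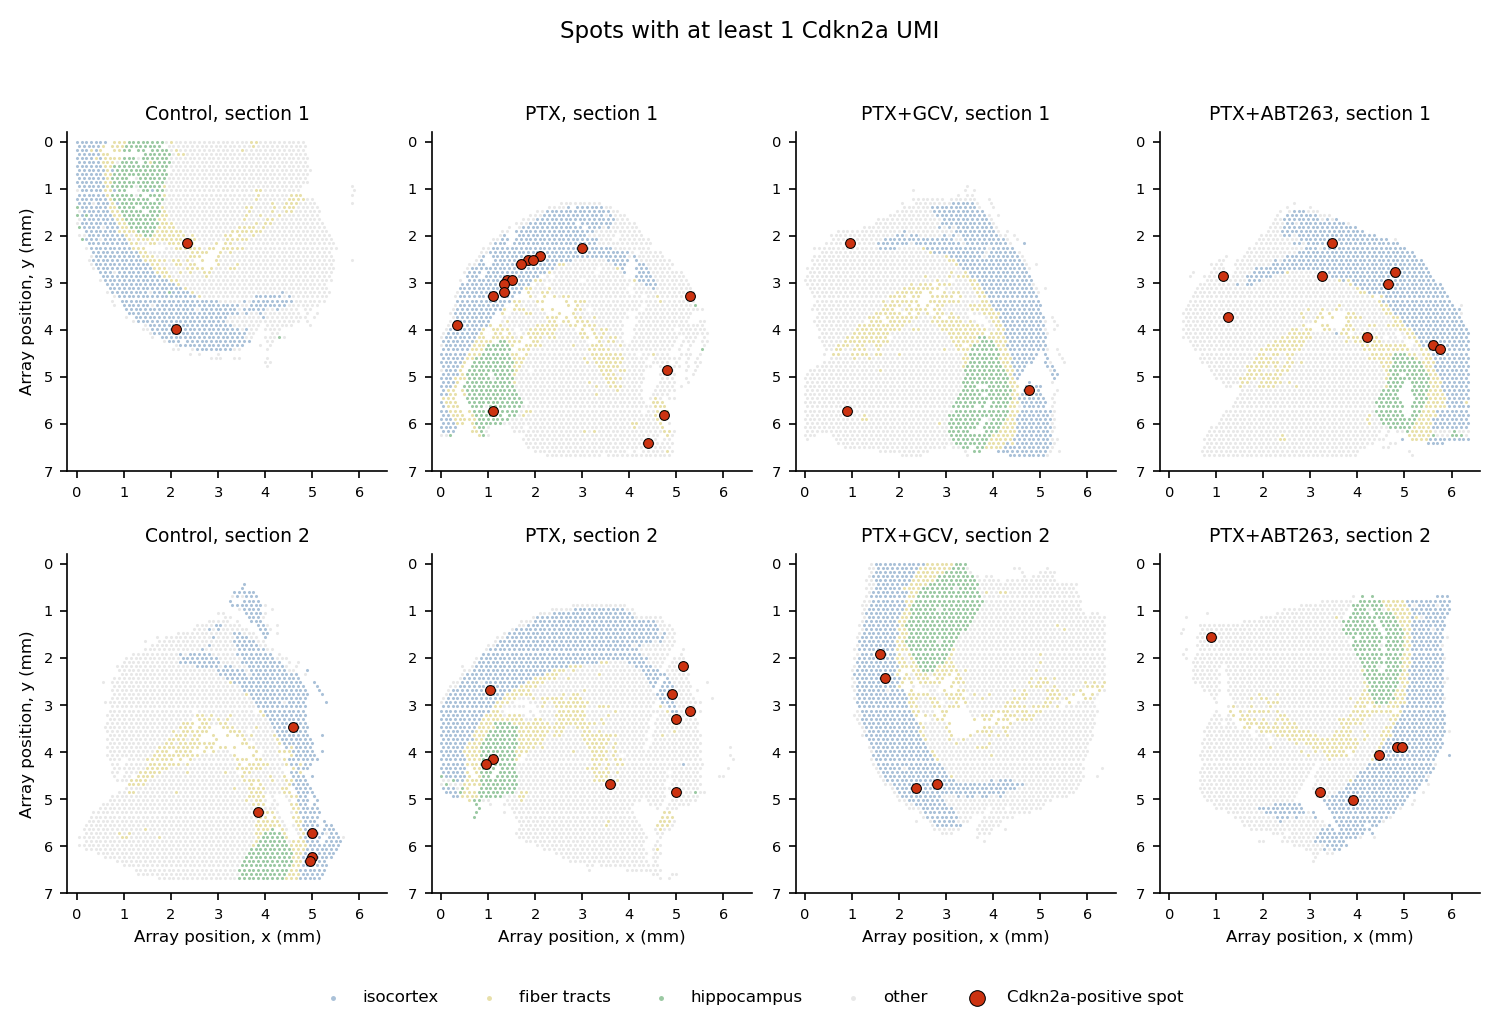
Array positions of all kept spots in the 8 sections, coloured by region, with Cdkn2a positive spots marked; axes are array position in mm. The 31 marked spots of the isocortex lie in the outer mantle, in PTX section 1 mostly near its inner border.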

We found that in brains of PTX treated mice compared to control brains there is a more populous group of senescent cells, indicated by the increased ratio of *Cdkn2a* positive ST spots (Figure 1m). 

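More spots carried Cdkn2a after PTX: 0.625% (0.358 to 1.01) and 0.329% (0.151 to 0.624) of the spots in the PTX sections against 0.0853% (0.0103 to 0.308) and 0.194% (0.0632 to 0.453) in the Control sections, so that both PTX sections lie above both Control sections. The means were 0.477% ± 0.210 and 0.14% ± 0.0772 (SD, n = 2 sections each; difference 0.337 percentage points, exact permutation p = 0.333). Pooled per group, 25 of 5293 PTX spots and 7 of 4917 Control spots were positive (Fisher's exact p = 0.00384; chi-square over the 4 groups p = 0.00103). Relative to sequencing depth, the PTX sections held 27 Cdkn2a UMIs among 80998560 and the Control sections 7 among 53031531, a ratio of 2.53 (exact 95% interval 1.07 to 6.87, p = 0.0230). At equal depth in each spot the expected shares were 0.109% and 0.0292%, a level of few single UMIs.

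Tested with all genes, Cdkn2a did not pass: its log2 fold change between PTX and Control was 1.26 (SE 0.53, edgeR adjusted p = 0.335, higher in 2 of 2 sections). Of the 10 genes in the paper's senescence panel (Table S2), 0 passed the edgeR test over all genes and 0 adjusted over the list alone (2 at an unadjusted p under 0.05, 0 by DESeq2). DESeq2 gave Cdkn2a no adjusted p here, which counts as not passing. Cdkn1a, which encodes the cell cycle inhibitor p21, had a log2 fold change of 0.04, Trp53, the gene of p53, 0.19, Bmi1, a Polycomb gene, -0.11 and Hmga1, a chromatin protein, 0.22. Of 34 genes of the senescence-associated secretory phenotype, 0 passed over all genes and 2 adjusted over the list alone (6 at an unadjusted p under 0.05, 1 by DESeq2).

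Other genes did move in the whole section: of 16673 tested, 8 rose and 13 fell with PTX. Chrna3, a nicotinic acetylcholine receptor subunit, rose by 1.67 on the log2 scale (SE 0.23, edgeR adjusted p = 0.0246) and Lamp5, found in upper cortical layers and in some interneurons, by 0.61 (SE 0.09, edgeR adjusted p = 0.0289). Chrna3 stood at 292 CPM in a cluster of 180 spots and at 1.51 in the other spots. Lamp5 stood at 542 CPM in the cluster of the upper isocortex and at 86.7 in the other spots. Whether these rises, or the other changes, follow the shares of clusters in a section was not tested. Myh7, a myosin heavy chain, fell by 1.02 (SE 0.10, edgeR adjusted p = 0.00496) and Amotl1, of the angiomotin family, by 0.76 (SE 0.09, edgeR adjusted p = 0.0246). Each of these 21 genes separated both PTX from both Control sections, as 42.3% of all genes tested did where chance gives 33.3%.

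The interval of the ratio holds 1 without PTX section 1 (1.99, 0.683 to 6.15), without Control section 1 (2.21, 0.839 to 7.35) or without Control section 2 (3.31, 0.832 to 28.7), and the difference in shares is 0.189 percentage points without PTX section 1. The number of genes that changed is 6 without PTX section 1, 0 without PTX section 2 (edgeR; 2109 at an unadjusted p under 0.05), 77 without Control section 1, 41 without Control section 2 and 54 and 53 without PTX+GCV section 1 or 2. From the raised proportion of positive spots, the paper reasons that the brains of PTX treated mice hold a larger population of senescent cells (Fig. 1m).

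**Figure D3:**
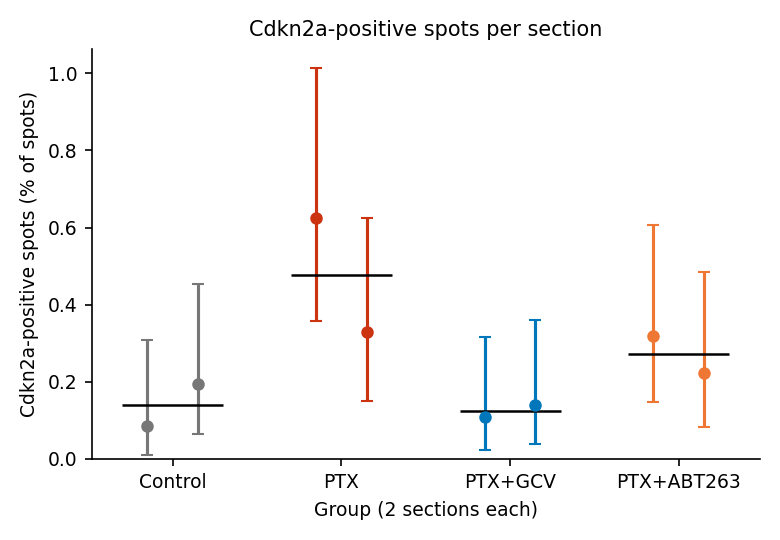
Share of Cdkn2a positive spots among all kept spots (percent) in each of the 8 sections; points are sections with exact 95% intervals of counting error, and black lines are group means. PTX sections lie at 0.625% and 0.329%, Control sections at 0.0853% and 0.194%.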

Analysis of the spatial distribution of *Cdkn2a* positive spots indicated that senescent cells are more prevalent in the isocortex and the white matter, as compared to brains of control mice (Figure 1m). Both GCV and ABT263 reduced the senescent cell burden in these brain regions (Figure 1m).

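In the isocortex 1.86% (0.931 to 3.30) and 0.278% (0.0337 to 1.00) of spots carried Cdkn2a in the PTX sections, against 0.163% (0.00413 to 0.906) and 0.783% (0.214 to 1.99) in the Control sections, so the groups overlap. The means were 1.07% ± 1.12 and 0.473% ± 0.438 (SD, n = 2 sections each; exact permutation p = 0.667), and pooled spots gave 13 of 1311 against 5 of 1124 (Fisher's exact p = 0.155). Of those 13 spots, 11 lay in PTX section 1 (11 of 592 against 2 of 719), whose isocortex spots were also deeper, with a median of 23245 against 17916 UMIs. In the fiber tracts, the white matter, 1 of 295 and 1 of 337 spots were positive with PTX, and 0 of 248, which allows up to 1.21%, and 1 of 296 in Control. The means were 0.318% ± 0.0299 and 0.169% ± 0.239 (exact permutation p = 0.667; pooled Fisher's exact p = 1.00). In the hippocampus 1 of 188 and 2 of 144 spots were positive with PTX, and 0 of 205 and 0 of 105 in Control, which allow up to 1.46% and 2.86% (exact permutation p = 0.333; pooled Fisher's exact p = 0.250).

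Taken as shares of all spots of a section, the scale of Fig. 1m, isocortex spots with Cdkn2a made up 0.252% ± 0.252 with PTX and 0.0991% ± 0.0799 in Control, and fiber tract spots with Cdkn2a 0.0378% and 0.0194%. The remaining regions held 3 of 1483 and 4 of 1535 positive spots with PTX against 1 of 1280 and 0 of 1659 in Control (pooled Fisher's exact p = 0.0703). Per UMI, Cdkn2a in the isocortex was 1.37 times as frequent with PTX as in Control (exact 95% interval 0.465 to 4.85), and outside the isocortex 4.80 times (1.09 to 43.8, exact p = 0.0330, from 13 against 2 UMIs), an interval that holds 1 without Control section 1 (6.12, 0.920 to 260), Control section 2 (3.48, 0.522 to 148) or PTX section 2 (3.46, 0.566 to 36.3). For isocortex sums the log2 fold change of Cdkn2a was 0.42 (SE 0.85, edgeR adjusted p = 0.879), and it is -0.04 without Control section 1 and -1.24 without PTX section 1.

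Leaving out PTX section 1 turns the difference of 0.595 percentage points in the isocortex to -0.195, and it is 1.39 without PTX section 2, 0.285 without Control section 1 and 0.905 without Control section 2. In the fiber tracts the difference of 0.149 points is -0.0200 without Control section 1 and 0.318 without Control section 2.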

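Over all spots of the isocortex, 9 genes rose and 31 fell with PTX, of 14443 tested. Immediate early genes, which neurons transcribe within minutes of firing, were among those that fell. Egr4 fell by 0.68 on the log2 scale (SE 0.09, edgeR adjusted p = 0.00890; 113 and 127 CPM in Control against 76.2 and 73.3 with PTX). Fosb fell by 0.84 (SE 0.14) and Junb fell by 1.02 (SE 0.20). Hpcal4, a neuronal calcium sensor, fell by 0.78 (SE 0.11, edgeR adjusted p = 0.00890; 536 and 464 against 281 and 299 CPM). Pvalb, the calcium buffer of fast-spiking interneurons, rose by 0.64 (SE 0.12, edgeR adjusted p = 0.0398). Syt2, a calcium sensor of synaptic vesicles, rose by 0.64 (SE 0.12) and Cox6a2, a subunit of cytochrome c oxidase, by 0.58 (SE 0.11). Transcripts typical of the choroid plexus rose too. Ttr, a carrier of thyroid hormone, stood at 134 and 248 CPM in Control and 869 and 898 with PTX (log2 fold change 2.20, SE 0.29, edgeR adjusted p = 0.00890), and Ecrg4 rose by 1.76 (SE 0.30).

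By lists fixed before the data were examined, 5 of 23 immediate early genes fell and 14 adjusted over the list alone (camera adjusted p = 0.225 with an estimated correlation). The 5 are Egr4, Fosb, Junb, Jun, which fell by 0.60, and Npas4, which stands outside the rule for named genes and was added after its value had been seen. Among 12 genes of choroid plexus and ependyma 2 rose, Ttr and Enpp2, the gene of autotaxin, by 0.47, and 7 adjusted over the list alone (adjusted p = 0.290 with an estimated correlation). Of 16 astrocyte genes Ndrg2 fell, by 0.57 (SE 0.11), and 6 adjusted over the list alone (adjusted p = 0.333 with an estimated correlation). The glutamate transporter gene Slc1a2 had a log2 fold change of -0.45 (SE 0.11, edgeR adjusted p = 0.0900) and the water channel Aqp4 -0.42 (SE 0.13, edgeR adjusted p = 0.183). Of 16 genes of nitric oxide and neurovascular coupling Ddah1, whose product degrades an inhibitor of nitric oxide synthases, fell by 0.53 (SE 0.10, edgeR adjusted p = 0.0398), with 2 adjusted over the list alone (adjusted p = 0.290 with an estimated correlation). Among 16 genes of inhibitory neurons Pvalb rose, and 5 adjusted over the list alone (adjusted p = 0.290 with an estimated correlation).

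Of 26 genes of excitatory synapses 0 passed edgeR over all genes and 9 fell adjusted over the list alone (10 at an unadjusted p under 0.05, 1 by DESeq2). Of 21 tubulins and microtubule-associated genes, which include the target of PTX, 0 passed edgeR and 3 fell adjusted over the list alone (9 at an unadjusted p under 0.05, 1 by DESeq2). Of 30 endothelial genes 0 passed edgeR and 2 adjusted over the list alone (7 at an unadjusted p under 0.05, 0 by DESeq2). Senescence genes did not move as a group. Of the 10 of Table S2, 0 passed either way (1 at an unadjusted p under 0.05, camera adjusted p = 0.930). By DESeq2 0 of these genes passed, with no adjusted p for Cdkn2a. Their log2 fold changes were -0.14 for Cdkn1a, which is 0.21 without Control section 2, 0.30 for Trp53, 0.34 for Hmga1 and -0.12 for Bmi1. Of 19 p53 targets 0 passed edgeR over all genes and 1 adjusted over the list alone (3 at an unadjusted p under 0.05, 0 by DESeq2). Of 21 genes of the secretory phenotype 0 passed edgeR and 1 adjusted over the list alone (6 at an unadjusted p under 0.05, 0 by DESeq2). In camera with a preset correlation of 0.01, 7 of 31 lists moved up and 5 down, none of which holds with an estimated correlation or in fry (smallest adjusted p = 0.176).

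In the fiber tracts 3 of 9830 genes changed: Avp, which encodes vasopressin, rose by 3.94 (SE 0.53, edgeR adjusted p = 0.00341), and the noncoding transcript Cdr1os fell by 1.45 (SE 0.23, edgeR adjusted p = 0.0157). The third, Gm42418, named after its value had been seen, fell by 2.04. In the hippocampus the 4 genes that rose, of 11976, all encode haemoglobin chains: Hba-a1, Hba-a2, Hbb-bs and Hbb-bt, by 3.86 to 5.15. Whether the effect of PTX differs between the isocortex and the rest of a section was tested with limma on differences within sections, and 0 of 14389 genes passed (1084 at an unadjusted p under 0.05, smallest adjusted p = 0.338). In simulated data that test recovered 32.3% of differences of 2 times, so smaller ones would mostly be missed.

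The count of 40 isocortex genes is 2 without PTX section 1, 0 without PTX section 2 (edgeR; 1716 at an unadjusted p under 0.05), 23 without Control section 1 and 185 without Control section 2. In the fiber tracts it is 0 with DESeq2 (85 at an unadjusted p under 0.05), 0 without Control section 2 (504), 2 without Control section 1, 7 without PTX section 1 and 5 without any 1 section of the senolytic groups, and in the hippocampus 10 without Control section 2.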

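After GCV 0.108% (0.0223 to 0.316) and 0.141% (0.0384 to 0.360) of all spots carried Cdkn2a, values that lie between those of the Control sections and under those of both PTX sections. The mean was 0.125% ± 0.0232 (SD, n = 2 sections), with a difference of -0.353 percentage points from PTX (exact permutation p = 0.333). The sections labelled PTX+ABT263 lay between, at 0.319% (0.146 to 0.606) and 0.223% (0.0820 to 0.485), with a mean of 0.271% ± 0.0680 (SD, n = 2 sections; difference -0.206 points, exact permutation p = 0.333). In the fiber tracts no spot was positive with GCV, 0 of 364 and 0 of 304, which allow up to 0.824% and 0.987%. The sections labelled PTX+ABT263 had 1 of 309 and 1 of 271 there, the same number as PTX (mean 0.346% ± 0.0321, n = 2 sections, 0.0285 points over PTX, exact permutation p = 0.667; as shares of all spots a difference of -0.00147 points). In the hippocampus both treated groups had 0 positive spots, of 238 and 269 with GCV, which allow up to 1.26% and 1.12%, and of 143 and 210 in the sections labelled PTX+ABT263, which allow up to 2.10% and 1.43%.

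Pooled per group, 7 of 5614 spots were positive with GCV (Fisher's exact p = 0.00106 against PTX) and 15 of 5504 in the sections labelled PTX+ABT263 (Fisher's exact p = 0.112). For the fiber tracts the pooled tests against PTX gave p = 0.236 with GCV and p = 1.00 in the sections labelled PTX+ABT263 (Fisher's exact), for the hippocampus p = 0.0616 and p = 0.113 (Fisher's exact). Per UMI, Cdkn2a was 0.324 times as frequent with GCV as with PTX (exact 95% interval 0.119 to 0.762, p = 0.00519) and 0.605 times in the sections labelled PTX+ABT263 (0.299 to 1.18, exact p = 0.124). Over all genes, the log2 fold change of Cdkn2a was -1.63 with GCV (SE 0.52, edgeR adjusted p = 0.298, lower in 2 of 2 sections) and -0.60 in the sections labelled PTX+ABT263 (SE 0.44, edgeR adjusted p = 0.635, lower in 2 of 2 sections).

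Of 16673 genes in the whole section 4 changed with GCV. Cpne6, a calcium-binding copine of neurons, rose by 0.48 on the log2 scale (SE 0.06, edgeR adjusted p = 0.0417), as did Npvf, a hypothalamic neuropeptide gene, from 0.0227 and 0.0258 to 3.93 and 2.68 CPM. Other hypothalamic genes stood apart between these sections as well: outside the isocortex, scaled to equal totals, Pmch stood at 75.7 and 0.797 CPM with PTX and 1023 and 1049 with GCV, and Hcrt at 19.2 and 2.27 against 389 and 477. Pvalb fell by 0.73 (SE 0.08, edgeR adjusted p = 0.0241) and 2900040C04Rik, named after its value had been seen, by 1.88. Of 17 genes of choroid plexus and ependyma 0 passed over all genes and 14 fell adjusted over the list alone (14 at an unadjusted p under 0.05, 4 by DESeq2). Of 23 oligodendrocyte and myelin genes 0 passed edgeR and 11 fell adjusted over the list alone (16 at an unadjusted p under 0.05, 5 by DESeq2). Of 23 genes of microglia activation 0 passed edgeR and 6 fell adjusted over the list alone (6 at an unadjusted p under 0.05, 2 by DESeq2). Of 34 genes of the secretory phenotype 0 passed over all genes and 1 fell adjusted over the list alone (5 at an unadjusted p under 0.05, 1 by DESeq2).

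In the sections labelled PTX+ABT263, 14 genes rose and 9 fell, of which 4 lie on chromosome X, 6 on Y and 13 on other chromosomes. With DESeq2 75 rose and 41 fell, but with total counts 26 rose and 92 fell in these sections. These sections carry Xist and hardly any Y-linked transcripts. C1ql3, a secreted synaptic protein gene, rose by 1.34 (SE 0.14, edgeR adjusted p = 0.00207). Of the secretory phenotype 0 of 34 genes passed over all genes and 2 rose adjusted over the list alone (6 at an unadjusted p under 0.05, 1 by DESeq2). Of the 10 senescence genes of Table S2 0 passed either way (0 at an unadjusted p under 0.05, 0 by DESeq2). Here too DESeq2 gave Cdkn2a no adjusted p.

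Without PTX section 1 the difference in shares is -0.205 points with GCV and -0.0577 in the sections labelled PTX+ABT263, where it is -0.354 without PTX section 2, and the interval of the GCV ratio holds 1 without PTX section 1 (0.411, 0.133 to 1.20) or PTX+GCV section 2 (0.343, 0.0665 to 1.11). The 4 genes of GCV are 2 without PTX section 1, 0 without PTX section 2 (edgeR; 1634 at an unadjusted p under 0.05), 0 without PTX+GCV section 1 (1280), 12 without PTX+GCV section 2, 41 and 50 without Control section 1 or 2 and 23 without either section labelled PTX+ABT263, while the 23 genes of the sections labelled PTX+ABT263 are 12 without PTX section 1, 14 without PTX section 2, 66 and 65 without Control section 1 or 2 and 52 without either PTX+GCV section.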

### 3.4 PTX promotes microvascular rarefaction: Protective effects of senolytic treatments

To determine the effects of PTX on the structural integrity of the cerebral microcirculation, we compared microvascular densities using OCT and two‐photon microscopy in the mouse cortex (Nyul‐Toth et al., 2021). Briefly, z‐stack two‐photon images from the WGA‐A594 channel (Figure S5) and OCT recordings (Figure 2a) went through dimension reduction by maximum intensity projection. Contrast was enhanced, noise was removed, then the images were converted into binary and pixel values were measured and visualized as skeleton images of the vascular network (Figure 2). Both vessel area density indices and vessel skeleton density indices (which are independent of the size distribution of vessels in the VOI) were compared. Using both two‐photon microscopy (Figure S5) and OCT (Figure 2b,c), we found that these vascular density indices were significantly decreased in the cortices of PTX treated mice, as compared to controls, indicating that PTX causes cerebromicrovascular rarefaction. Both GCV and ABT263 increased microvascular density in PTX treated mice (Figure 2b,c and Figure S5).

**FIGURE 2:**
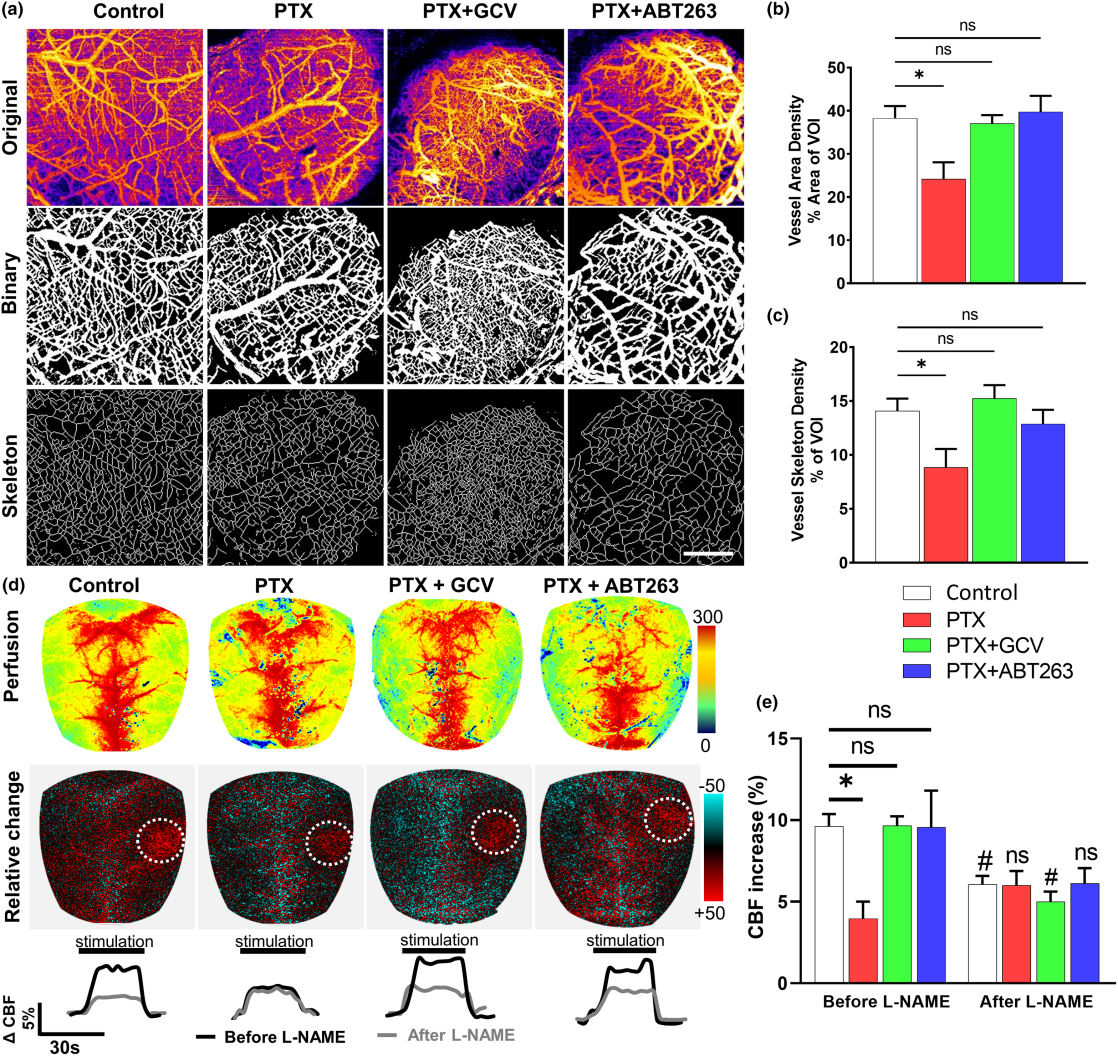
Elimination of senescent cells increases capillary density and improves endothelium‐mediated neurovascular coupling responses in PTX‐treated mice. (a) Segmentation of blood vessels in brain parenchyma on OCT images. Original z‐stack images acquired in brains of control and PTX treated p16‐3MR mice that received vehicle, ganciclovir (GCV) or ABT263 were maximum projected. Thresholded binary images and skeletons were used to calculate indices (vascular density index, vessel skeleton density index) corresponding to microvascular density. (b,c) Microvascular density was significantly decreased by PTX treatment and rescued by treatment with GCV or ABT263. Data are mean ± SEM. *p < 0.05. (d) Representative pseudocolour laser speckle flowmetry maps of baseline CBF (upper row; shown for orientation purposes) and CBF changes in the whisker barrel field relative to baseline during contralateral whisker stimulation (bottom row, right oval, 30 s, 5 Hz) in control and PTX treated p16‐3MR mice that received vehicle, GCV or ABT263. Color bar represents CBF as percent change from baseline. The NO synthase inhibitor L‐NAME was administered to test NO mediation of functional hyperemia. Bottom: time‐course of CBF changes after the start of contralateral whisker stimulation (horizontal bars). Summary data are shown in (e). Data are mean ± SEM (*n* = 8–9 in each group), *p < 0.05 versus control; ^#^ *p* < 0.05 versus before L‐NAME. (one‐way ANOVA with *post‐hoc* Tukey's tests). n.s., not significant. Capillary density and NVC responses were assessed 6 month post‐PTX treatment (see Materials and methods).

### 3.5 PTX impairs endothelial NO‐mediated NVC responses: Protective effects of senolytic treatments

To determine whether endothelial senescence impairs endothelium‐mediated NVC responses, we assessed functional hyperemia in the whisker barrel cortex in mice 6 months after PTX treatment. CBF responses in the whisker barrel cortex elicited by contralateral whisker stimulation were significantly decreased in PTX treated mice compared to control animals indicating impaired NVC (representative laser speckle contrast images and CBF tracings are shown in Figure 2d summary data are shown in Figure 2e).

Consistent with an important role for endothelial NO in mediating functional hyperemia (Balasubramanian et al., 2020; Tarantini, Nyul‐Toth et al., 2021), administration of the eNOS inhibitor L‐NAME significantly decreased NVC responses in control animals (*n* = 8–9) (representative CBF tracings are shown in Figure 2d, summary data are shown in Figure 2e). In contrast, in PTX treated animals NVC responses were unaffected by L‐NAME, indicating that PTX impairs NVC responses mediated by endothelium‐derived NO (Figure 2d). In PTX treated mice removal of senescent cells by GCV or ABT263 significantly increased CBF responses induced by contralateral whisker stimulation, restoring NVC to levels observed in control mice (Figure 2d,e). In GCV and ABT263‐treated PTX mice L‐NAME significantly decreased CBF responses elicited by whisker stimulation (Figure 2d,e), suggesting that removal of senescent cells restored mediation of NVC responses by endothelium‐derived NO.

In theory, PTX could reduce functional hyperemia by impairing neuronal activation. To examine this possibility, we measured evoked neuronal activation by assessing field excitatory postsynaptic potentials in hippocampal preparations from control and PTX treated mice. PTX treatment did not affect neuronal function and synaptic activity (Figure S6). Therefore, PTX is unlikely to contribute to impaired functional hyperemia by modulating neuronal activation.

### 3.6 PTX promotes BBB disruption and neuroinflammation: Protective effects of senolytic treatments

Using two‐photon microscopy, the relative permeability of the fluorescent tracers was measured. Figure 3a shows background‐corrected fluorescent intensity changes over time in the brain parenchyma in mice from each experimental group after the administration of different size tracers. As a measure of relative vascular permeability, the area under curve of normalized intensity changes as a function of time was calculated in each group. For the 500, 40, and 3 kDa tracers the cerebral microcirculation of PTX treated animals exhibited significantly increased permeability (Figure 3b). In PTX treated mice removal of senescent cells by GCV or ABT263 significantly attenuated BBB permeability (*n* = 5–10), restoring it to levels observed in control mice (Figure 3b). This observation is consistent with the concept that endothelial senescence‐related disruption of the BBB is predominantly due to the increased transcellular permeability. Leakage of plasma‐derived factors through the damaged BBB can induce neuroinflammation by activating microglia (Tucsek et al., 2014). We found that the number of IBA1+ microglia was increased in the hippocampi of PTX‐treated mice, whereas it was normalized to control levels by removal of senescent cells via GCV or ABT263 treatment (Figure 3c,d).

**FIGURE 3:**
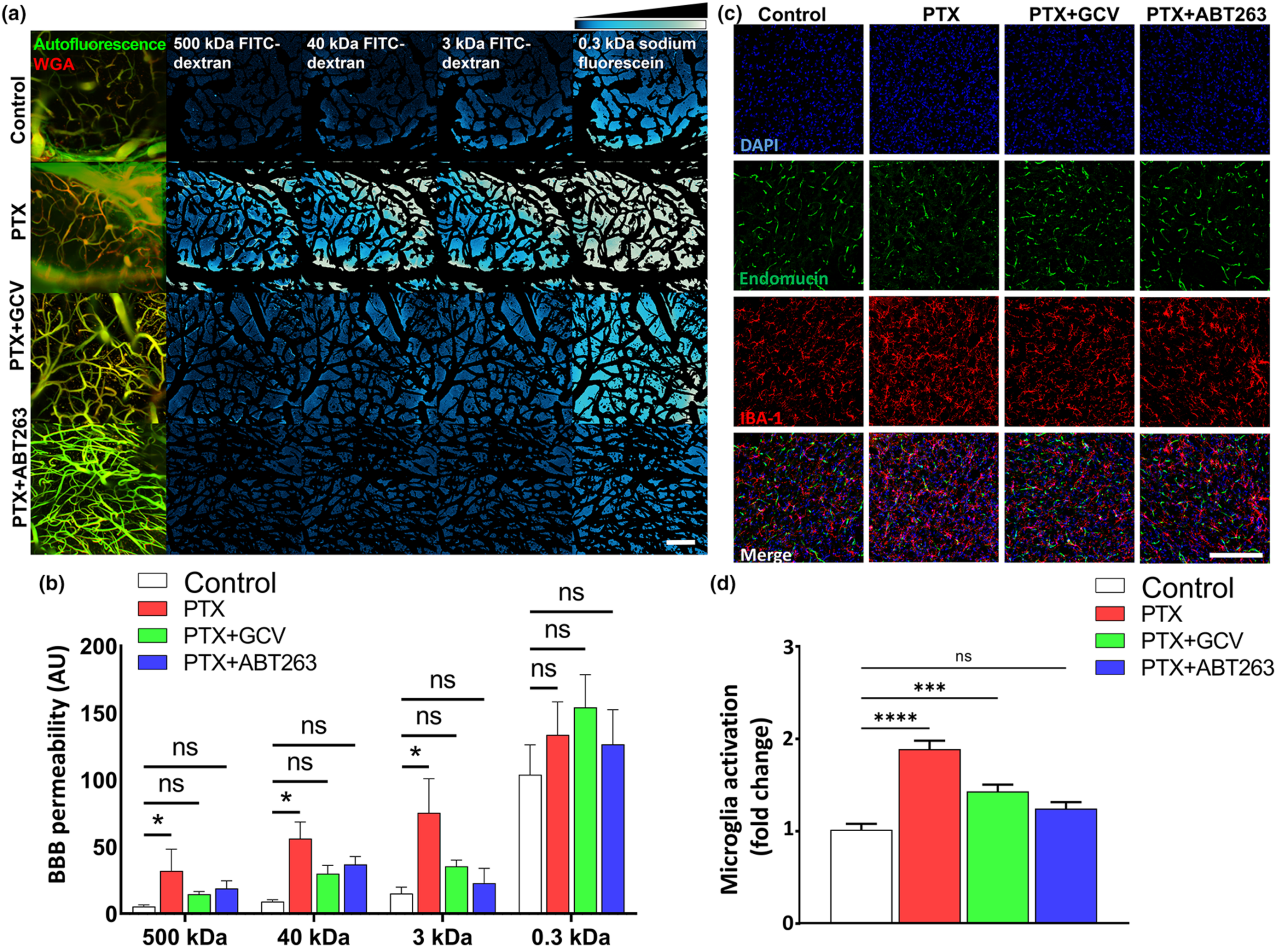
Elimination of senescent cells rescues blood brain barrier integrity and attenuates neuroinflammation in PTX‐treated mice. (a) Two‐photon‐imaging‐based measurement of microvascular permeability to fluorescent tracers in brains of control and PTX treated p16‐3MR mice that received vehicle, ganciclovir (GCV) or ABT263. Left: Z‐stack projection of cerebral vasculature. Red fluorescence: WGA‐Alexa594 staining of the glycocalyx of the endothelial cells. Green autofluoresent background in the tracer channel is shown. Right: Changes in tracer fluorescence intensity in the extravascular space and brain parenchyma in each group of animals upon injection of the fluorescent tracers of different molecular weight. Images captured subsequent to tracer administrations were maximum projected (z‐stack) and subtraction of the images of WGA‐Alexa594 stained vasculature was performed. Intensity plots derived from median projection of time‐stacks of the parenchymal recordings show increased extravasation of tracers of different molecular weights in brains of PTX‐treated mice as compared to those of control mice. Note that treatment with GCV or ABT263 attenuates BBB disruption. Relative fluorescent intensity scale is shown at top right. Scale: 100 μm. (b) Summary data for microvascular permeability to fluorescent tracers with different molecular weights in brains of each group of animals. Note the increased permeability for the different sized tracers in PTX‐treated animals and reversal by senolytics. Data are mean ± SEM. *p < 0.05. (*n* = 5–10 for each datapoint). (c) Confocal images showing perivascular IBA1 positive microglia (red fluorescent cells located adjacent to green fluorescent endomucin positive capillaries; blue fluorescence: nuclear staining with DAPI) in brains of control and PTX treated p16‐3MR mice that received vehicle, GCV or ABT263. (d) Bar graphs are summary data of relative changes in activated microglia. Data are mean ± SEM (*n* = 4 for each datapoint). ***p < 0.001.

### 3.7 PTX impairs cognitive performance in mice: Protective effects of senolytic treatments

To test whether mice exhibit significant impairment of hippocampal encoded functions of learning and memory after chemotherapy and to determine the underlying mechanisms, we assessed the effects of senolytic treatments on learning and memory function in mice 6 months after PTX using the radial‐arm water maze (Figure 4a) following our published protocol (Yabluchanskiy et al., 2020). In brief, we compared the learning performance of mice in each group by analyzing the day‐to‐day changes in the path length (Figure 4a,b). During acquisition, mice from all groups showed a decrease in the path length across days (without any significant change in velocity, Figure 4c), indicating learning of the task. We confirmed that learning was significantly impaired when tested 6 months after PTX (Figure 4b). To assess hippocampal encoded memory function at 6 months after PTX treatment, we also assessed the combined error rate, calculated by adding one error for each incorrect arm entry as well as for every 15 s spent not exploring the arms. The error rate for each mouse was then averaged among each experimental group in every trial block. Memory recall 7 days later was impaired in PTX treated mice, which also showed impaired extinction ability on day 11 (*n* = 10–15) (Figure 4d). The extinction blocks describe the ability of the mouse to forget and re‐learn the task with a different platform location. These findings confirm that both learning plasticity and memory are impaired after PTX treatment. These data are consistent with the progressive development of CICI. Restoration of microvascular functions after administration of senolytic treatments positively affected cognitive function in PTX treated mice. Figure 4b,d show that both GCV and ABT263 treatment improved learning and memory functions in PTX treated mice. Mice treated with GCV or ABT263 after PTX showed better memory recall on day 7. Both GCV and ABT263 treated mice exhibited improved extinction ability on day 11 and better relearning (Figure 4d). Previously we showed that cognitive performance in control mice was not significantly affected by GCV or ABT263 (Yabluchanskiy et al., 2020). Analyses of noncognitive parameters revealed no improvement in swimming speed or non‐exploratory behavior (cumulative time mice spent not actively looking for the platform, e.g., floating) in PTX treated mice that were given senolytics (data not shown). In the Y maze test, the control mice entered the novel arm more often than the PTX treated mice following the intertrial interval (Figure S7). Spatial working memory and novelty‐seeking behavior were rescued in mice treated with GCV or ABT263 after PTX (Figure S7). PTX treatment did not affect velocity, grip strength, rotarod performance and gait function (Figure S7). Together, the results suggest that removal of senescent cells after PTX improved performance in the radial‐arm water maze and Y maze, which results from enhanced hippocampal‐dependent spatial learning and memory and not from changes in motor or motivational processes.

**FIGURE 4:**
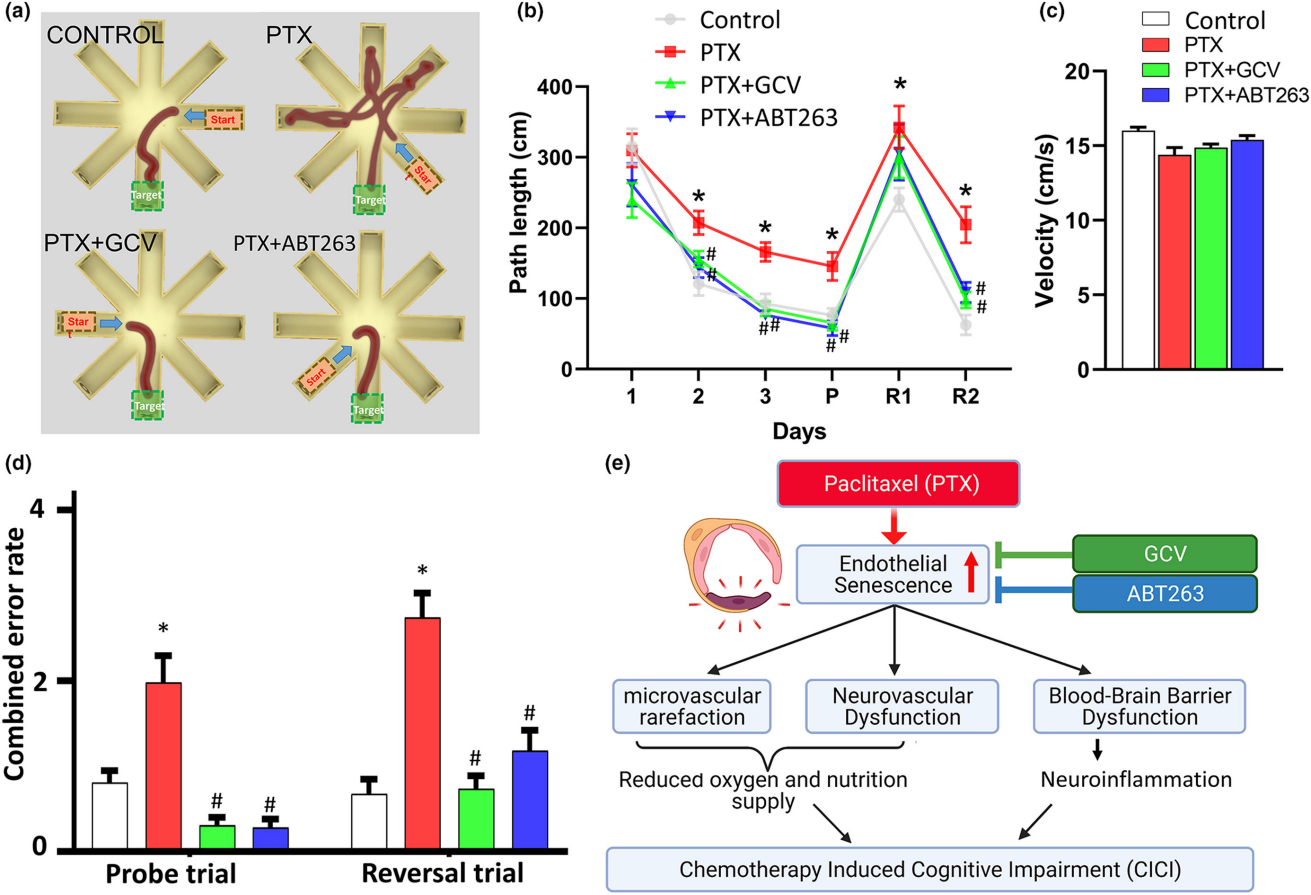
Rescue of microvascular function by elimination of senescent cells improves performance of PTX treated p16‐3MR mice in the radial‐arm water maze (RAWM). Control p16‐3MR mice and PTX treated p16‐3MR mice that received vehicle, ganciclovir (GCV) or ABT263 were tested in the RAWM. (a) Representative probe test search path of a randomly selected animal from each group is shown with the target position highlighted in green. Note the PTX treated mice that received vehicle required more time and a longer path length in order to find the hidden escape platform than both control animals and GCV‐ or ABT263 treated PTX mice. The PTX treated mouse also entered multiple incorrect arms. (b) PTX treated animals have longer path lengths throughout day 2 and 3 of the learning phase, and the retrieval day 10 (“P”) as compared to control animals. Both treatment with GCV and ABT263 improved learning and memory performance. (c) PTX treated animals also made significantly more errors during probe trial and probe reversal than control animals. In contrast, PTX treated mice treated with GCV or ABT263 perform this task significantly better than vehicle treated PTX mice. Data are mean ± SEM (*n* = 10–15 for each data point). *p < 0.05 versus control, ^#^ *p* < 0.05 versus vehicle treated PTX. (d) Scheme depicting the microvascular mechanisms (microvascular rarefaction, neurovascular dysfunction and BBB disruption) by which PTX‐induced endothelial senescence may contribute to the genesis of chemotherapy‐induced cognitive impairment.

## 4 DISCUSSION

The key findings of this study are that (1) PTX induces senescence in endothelial cells, which associates with microvascular rarefaction, NVC dysfunction and BBB disruption and that (2) both pharmacological (ABT263/Navitoclax) and genetic depletion of senescent cerebromicrovascular endothelial cells rescues PTX‐induced cerebromicrovascular dysfunction and attenuates CICI.

Our studies show that a PTX treatment induces senescence in CMVECs. The clinical relevance of our findings is supported by studies characterizing the effects of PTX on cultured peripheral endothelial cells in connection to the extensive use of PTX‐coated balloons and drug‐eluting stents for cardiovascular indications (including treatment of intermittent claudication) (Dake et al., 2016). These studies confirm that PTX induces senescence in endothelial cells and exert potent antiangiogenic activity (Ota et al., 2009; Wang et al., 2003). The pathophysiological consequences of PTX‐induced cerebromicrovascular endothelial senescence are likely multifaceted.

Here, we demonstrate that cognitive impairment in PTX treated mice is associated with significant decline in microvascular density both in the hippocampus and the cortex. These brain regions are involved in cognitive processes and are particularly vulnerable to ischemia. Previous studies demonstrate that decreased capillarization in the cortex and hippocampi in various pathophysiological conditions predicts cognitive dysfunction in the absence of or preceding neurodegeneration (Ungvari et al., 2018). PTX is known to inhibit endothelial proliferation and angiogenic processes both in tumors (Lau et al., 2004) and in the normal cardiovascular system (Wang et al., 2003). Impaired angiogenesis due to increased endothelial senescence (Ungvari et al., 2018) is a likely mechanism involved in cerebromicrovascular rarefaction induced by PTX treatment. It is generally considered that cerebromicrovascular rarefaction leads to a decline in cerebral blood flow, compromising metabolic support for neural signaling (Ungvari et al., 2018). Future studies are warranted to determine how increased PTX‐induced microvascular senescence impacts basal cerebral blood flow in the model used. Importantly, there is prima facie evidence that chemotherapy with PTX associates with decreased perfusion in the frontal and parietal lobes in breast cancer patients (Nudelman et al., 2014), but the role of microvascular rarefaction in this phenomenon remains to be determined. In line with the idea that senescent cells play a role in age‐related diseases, research has shown that transplanting a small number of autologous senescent cells into young mice can lead to several pathologies commonly associated with aging (Xu et al., 2017). Significantly, these experiments have demonstrated that there is a time delay between the accumulation of senescent cells and the onset of functional effects, which is similar to the delayed effects resulting from the senescent cell burden caused by chemotherapy. To further enhance future studies, it may prove beneficial to investigate potential sex differences in PTX‐induced endothelial senescence.

The brain has limited energy reserves and during periods of neuronal activation regional oxygen and glucose delivery has to be adjusted to the significantly increased metabolic demand through NVC (Tarantini et al., 2016). Another important function of the cerebromicrovascular endothelium is to mediate NVC responses via release of vasodilator NO in response to neuronal and astrocytic activation (Tarantini, Balasubramanian, et al., 2021). We provide critical evidence that PTX‐induced endothelial senescence impairs NO mediated NVC responses. A key role for senescent endothelial cells in impaired functional hyperemia is demonstrated by the findings that their removal rescues the NO mediated component of NVC responses in PTX treated mice. We posit that rescue of NVC responses contributes to the cognitive benefits conferred by senolytic treatments in the present study. Several lines of evidence support this concept. First, there are studies reporting that in breast cancer survivors PTX treatment induces generalized endothelial dysfunction (Watanabe et al., 2015) and impairs NVC responses, which predict cognitive decline (Carlson et al., 2018). Second, there is strong preclinical evidence demonstrating that in mice NVC responses positively correlate with cognitive performance (Febo & Foster, 2016) and that pharmacological inhibition of endothelium‐mediated NVC responses impairs cognition (Tarantini et al., 2015, 2017), mimicking CICI. Third, biological aging is also associated with increased presence of senescent endothelial cells in the cerebral microcirculation (Kiss et al., 2020, 2022) and their removal by senolytic treatments also confers neurovascular protection and cognitive benefits (Tarantini, Balasubramanian, et al., 2021).

Endothelial cells in the cerebral microvessels are an integral part of the BBB, where they exhibit extensive tight junctions to prevent leakage of blood borne factors into the brain parenchyma. Intact BBB function is required for normal structural and functional brain connectivity, synaptic activity, and information processing (Sweeney et al., 2019). Our studies provide evidence that PTX‐induced endothelial senescence leads to persistent BBB disruption associated with increased neuroinflammation, both of which can be reversed by senolytic treatments. Important data obtained in BubR1 hypomorphic (BubR1^(H/H)^) mice, which display senescence cell‐dependent phenotypes, provide additional evidence that cellular senescence is causally linked to BBB disruption (Yamazaki et al., 2016). Previous studies show that neuroinflammation associated with disruption of BBB integrity promotes neuronal/synaptic dysfunction and cognitive decline (Sweeney et al., 2019). Thus, we posit that improvement of BBB integrity also contributes to the cognitive benefits conferred by senolytic treatments.

CMVECs are connected via gap junctions and form a functional syncytium (Ungvari et al., 2018). They share cytoplasmic signals and thus one senescent endothelial cell can modulate both directly and indirectly (through paracrine factors) the function and phenotype of neighboring cells. Thus, increased presence of senescent CMVECs is expected to alter the function of a large portion of the microcirculatory network. Likewise, removal of senescent cells is expected to exert beneficial effects on the entire cerebral microcirculation. On the basis of our scRNA‐seq data other cell types may also be affected by PTX‐induced senescence, although apparently to a lesser extent. Further studies are needed to assess senescence‐related changes in these cells after PTX treatment and elucidate their role in the pathogenesis of CICI.

In conclusion, our findings show that senolytics confer neurovascular protection in PTX treated mice. Removal of senescent cells by treatment with navitoclax/ABT263 rescued NVC responses and BBB integrity and increased capillary density in brains of PTX treated mice, which likely contribute to improved cognitive performance. Our findings highlight the potential use of senolytic drugs as therapies to prevent CICI along with other side effects of chemotherapy (Yao et al., 2020). Our results have important translational relevance. Navitoclax/ABT263 (Shi et al., 2011) is in clinical trials as an orally active experimental anti‐cancer drug (Bertino et al., 2021; Budhraja et al., 2017; Rudin et al., 2012; Tan et al., 2011). Several clinical trials with various other senolytics, including BCL‐xL inhibitors, the flavonoid fisetin and the senolytic combination of dasatinib and quercetin, are underway. Thus, future clinical trials using senolytics are feasible and hold promise for preserving cerebrovascular health and cognitive function in chemotherapy patients. As senolytic therapy is a relatively new treatment, its long‐term effects are not yet known. Some possible side effects of senolytic therapy that have been speculated include altered immune responses and potential damage to healthy tissues. It is important to note that these potential side effects have not been widely observed in human clinical trials, and more research is needed to fully understand the safety and efficacy of senolytic therapy in humans. It is worth noting that the induction of endothelial senescence is linked with various stresses and conditions in humans, beyond chemotherapy. This fact provides a compelling reason to explore the potential effects of senolytics on the cerebral microcirculation in those conditions as well. Moreover, in situations where there is already an elevated burden of senescent cells at baseline, such as with advanced age, obesity, smoking, etc., the acquisition of even more senescent cells through chemotherapy may hasten the onset of cognitive decline. This acceleration may cause more noticeable clinical effects to manifest due to the threshold for cognitive decline being surpassed much earlier. In support of this concept, there is evidence to suggest that smoking (Wefel et al., 2004) and obesity (Janelsins et al., 2011) can exacerbate the cognitive effects of chemotherapy.

## AUTHOR CONTRIBUTIONS

The authors confirm contribution to the paper as follows: Study conception and design: CA, ANT, ST, AY, QT, PB, JC, ZU, and AC; data collection: CA, ANT, JD, RG, JF, ST, AKC, PB, AU, and FY; analysis and interpretation of results: CA, ANT, JD, RG, JF, ST, TK, AKC, PB, AU, RN, FY, QT, PM, TC, AY, JC, ZU, and AC; draft manuscript preparation: CA, ANT, JD, RG, JF, ST, TK, AKC, PB, AU, RN, FY, QT, PM, TC, AY, JC, ZU, and AC. All authors reviewed the results and approved the final version of the manuscript.

## CONFLICT OF INTEREST STATEMENT

None declared.

## Supporting information

Data S1
Click here for additional data file.

## Data Availability

Data Availability StatementThe data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Accelerated cerebromicrovascular senescence contributes to cognitive decline in a mouse model of paclitaxel (Taxol)‐induced chemobrain
**Source:** Aging Cell. 2023 May 26;22(7):e13832. doi: 10.1111/acel.13832
**Supplement:** Supplementary file 1 — Data S1

**SUPPLEMENTAL INFORMATION**

**SUPPLEMENTAL FIGURES**

**
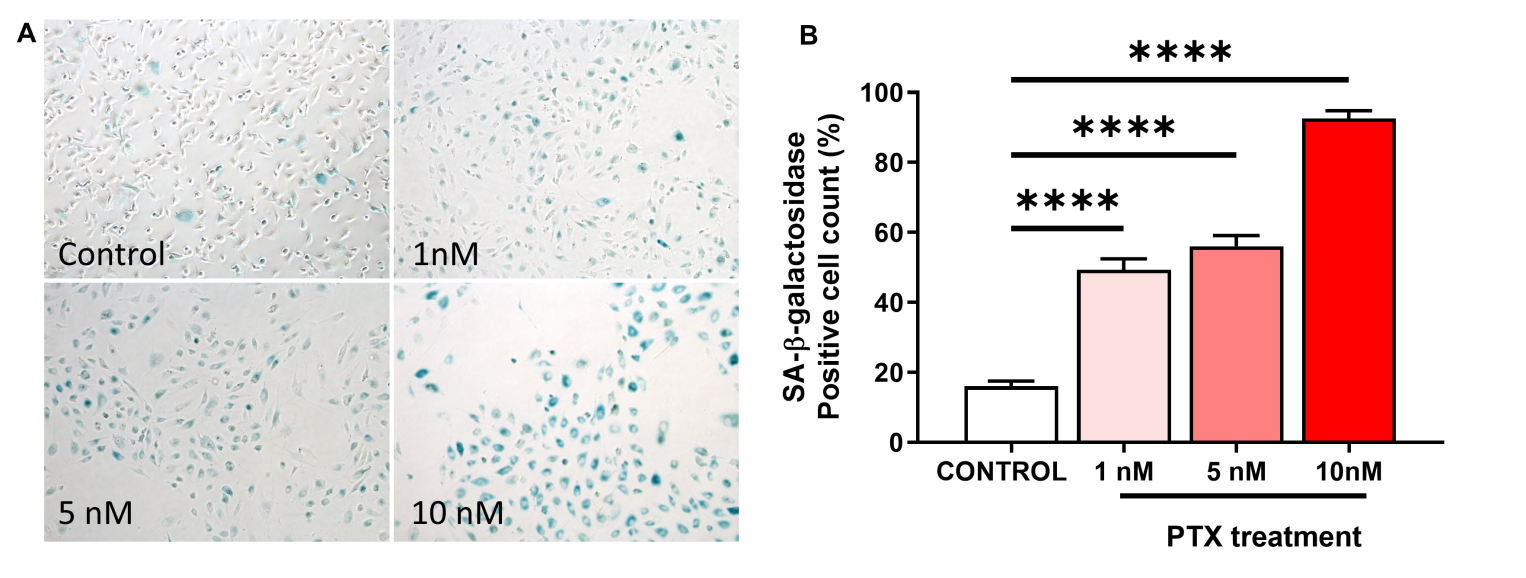
**

**Figure S1. PTX-induced senescence in cultured cerebromicrovascular endothelial cells.** (A) PTX induces cellular senescence in cultured CMVECs. CMVECs were treated with increasing concentrations of PTX and stained for senescence associated (SA)-β-galactosidase activity 7 days post treatment. (B) Bar graphs depict the percentage of SA-β-galactosidase positive (blue) CMVECs. ****P<0.0001 vs. non-treated controls. Data are mean±SEM (n=6 for each data point).

**
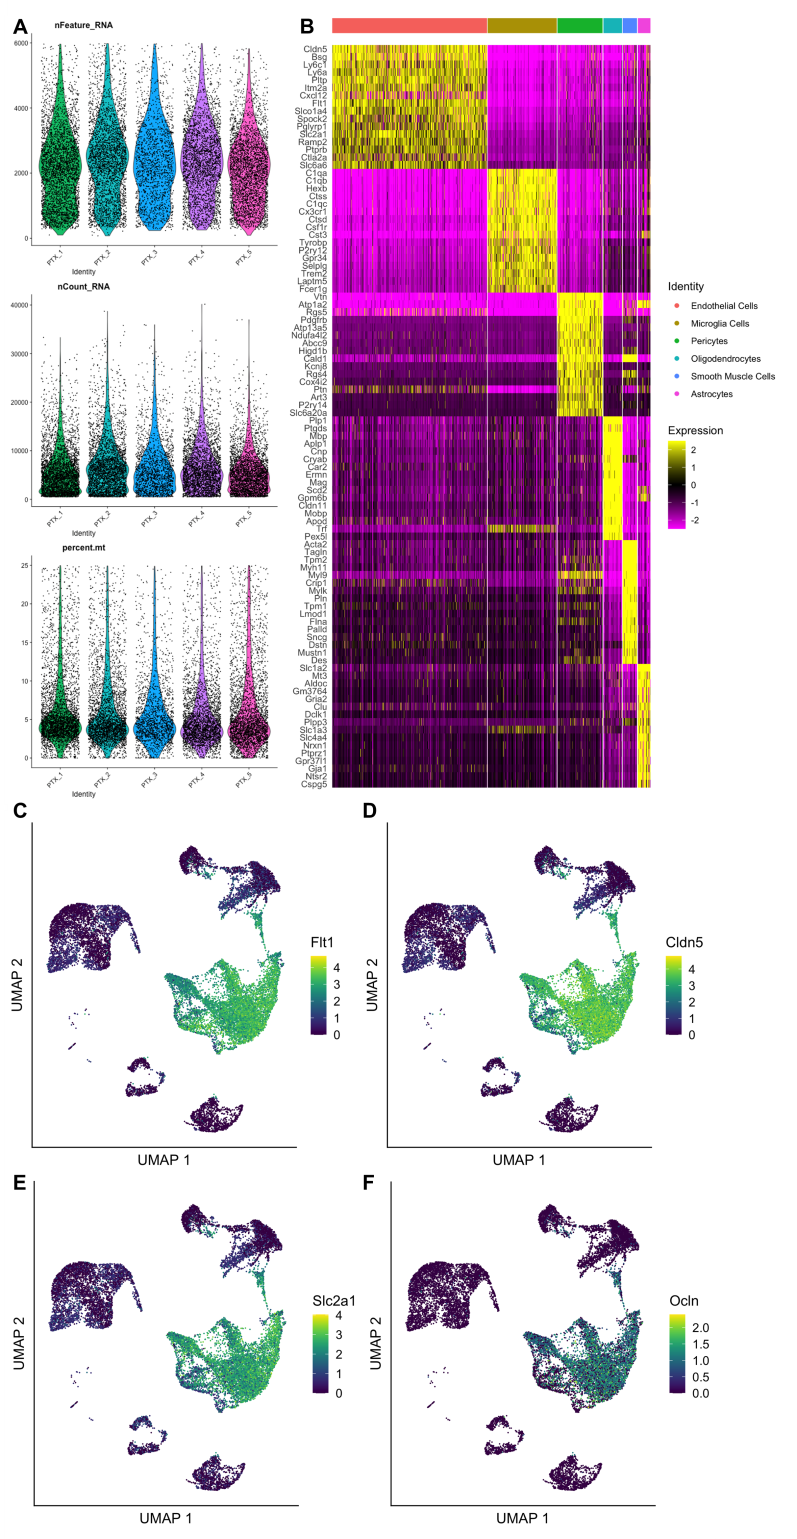
**

**Figure S2. (A)** Quality control measures (read count, feature count, ratio of mitochondrial genes) show that there is no sequencing bias between the individual samples. **(B)** The top 16 marker genes that are most highly expressed in the individual clusters. **(C-D)** Marker panel of canonical endothelial cell markers. Relative expression values for each cell in each cluster identified in the two-dimensional UMAP plots are shown. The canonical endothelial cell markers Flt1 (C), Cldn5 (D) and Slc2a1 (E) exhibit consistent labeling of cerebromicrovascular endothelial cells, while some other canonical endothelial cell markers (e.g. Ocln, (F)) exhibit poorer labeling of these cells using this methodology.

**
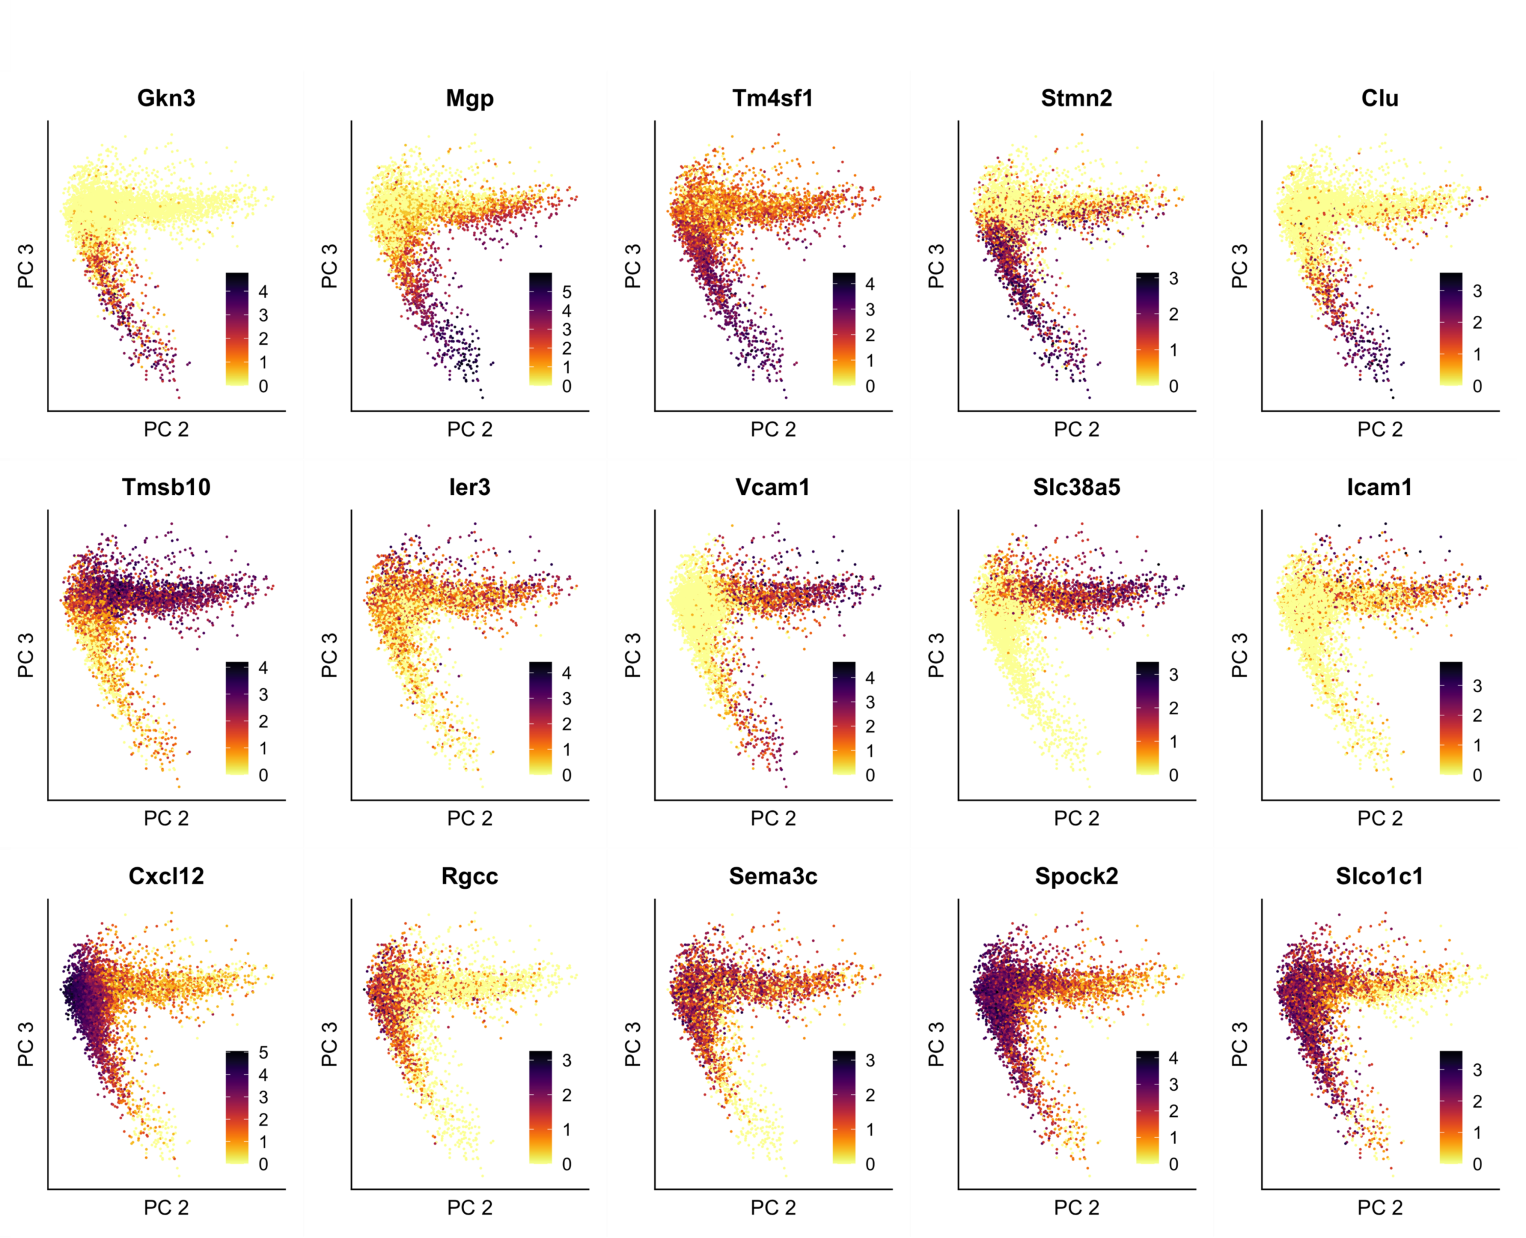
**

**Figure S3. Marker panel of endothelial cell subcluster-specific markers.** Principal component analysis of RNA-Seq data generated from brain endothelial cells. Shown is visualization of expression of marker genes of capillary-, venous- and arterial endothelial cell subclusters. Relative expression values for each cell in each cluster identified in the two-dimensional PCA plots are shown.

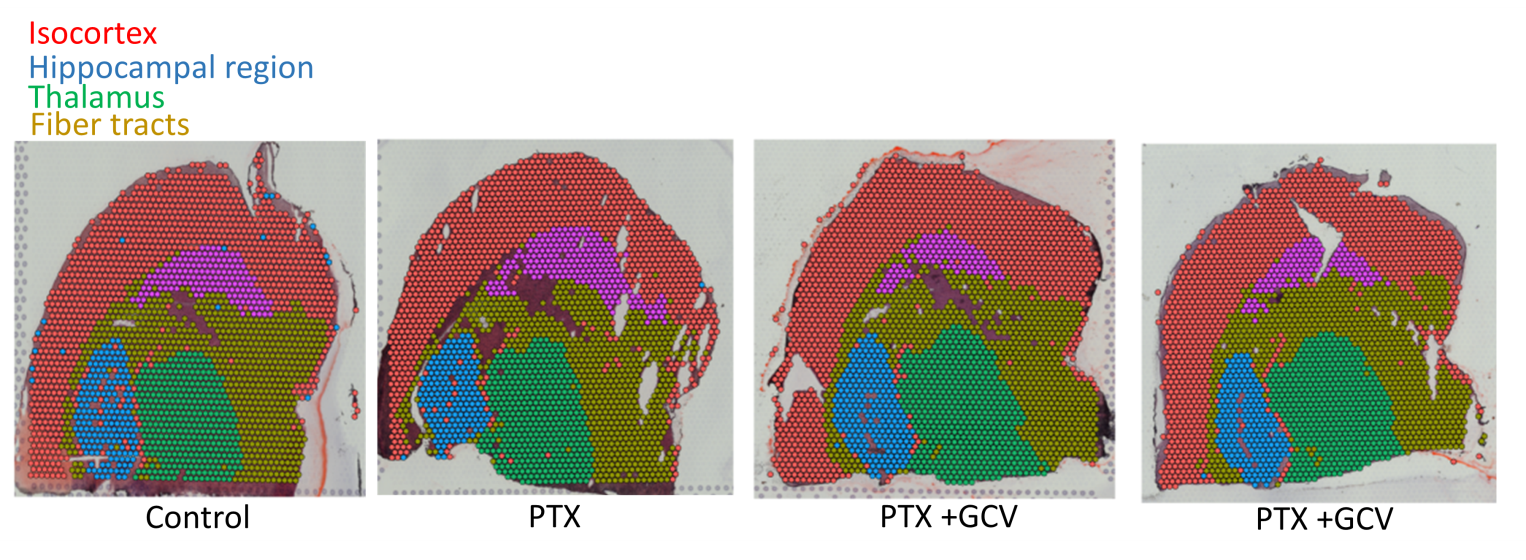

**Figure S4. Spatially-resolved clustering and gene expression in the brains of mice. A)** Maps of transcriptomic anatomy. Coronal sections of brains derived from control p16-3MR mice and PTX treated p16-3MR mice that received vehicle, ganciclovir (GCV) or ABT263 were H&E stained, imaged, then processed through the Visium Spatial Gene Expression workflow. Shown are image overlays containing data for spatially naïve clustering based on total differentially expressed genes. The discovered transcriptomic patterns correspond to neuroanatomically distinct regions.

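Spots were grouped by their expression alone into 13 clusters and a cluster was called a region by the marker genes that lead it. Before that, the 8 sections had been aligned with the SCTransform integration of Seurat 5.3.0 on 2000 genes and 20 principal components (resolution 0.15). A cluster led by Lamp5 and Rspo1 (2065 spots) matches upper layers of the isocortex, and another led by Ccn2, Hs3st2 and Fezf2 (3074 spots) its deep layers; together they are the isocortex here, with 5139 spots. Klk6 and Ermn, genes of oligodendrocytes and myelin, lead the fiber tracts (2424 spots), and Spink8 and C1ql2, genes of pyramidal and granule cells, the hippocampus (1502 spots). Prkcd and Shox2 lead the thalamus (3348 spots), Adora2a and Rgs9 the striatum (1297), Hcrt and Oxt a part of the hypothalamus (2386) and Nts and Ucn3 another (1034), and Fmod and Aldh1a2 the meninges and vessels (684).

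Another 4 clusters carry markers of more than 1 area and stay without a name here: 251 spots led by Ttr and Kcne2, with 14 markers of the choroid plexus against 10 of meninges and vessels, 2690 spots led by Ccn3 and Lypd1, 393 led by Six3 and Spp1, and 180 led by Gpr151 and Gng8. That of 2690 spots, which shares markers of the isocortex and of amygdala, olfactory and subplate areas, took 10.9% and 18.4% of the spots in the Control sections, 11.0% and 9.18% in PTX, 15.2% and 11.1% in PTX+GCV, and 13.0% and 12.2% in the sections labelled PTX+ABT263. It stays without a name because a name needed 1.5 times as many markers as the next area, a rule set after the clusters had been seen. It was not counted as isocortex, with 5 markers of the isocortex against 6 of amygdala, olfactory and subplate areas. The isocortex took 26.1% and 19.9% of the spots in Control, 23.1% and 26.3% in PTX, 21.7% and 23.8% in PTX+GCV, and 26.8% and 24.9% in the sections labelled PTX+ABT263. Spots of the fiber tracts were shallow, with a median of 2634 UMIs, 0.247 of the median of their section, and those of the upper isocortex deep, with 17569. Histology and an atlas, by which the paper names its areas, were not used here.

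**Figure D4:**
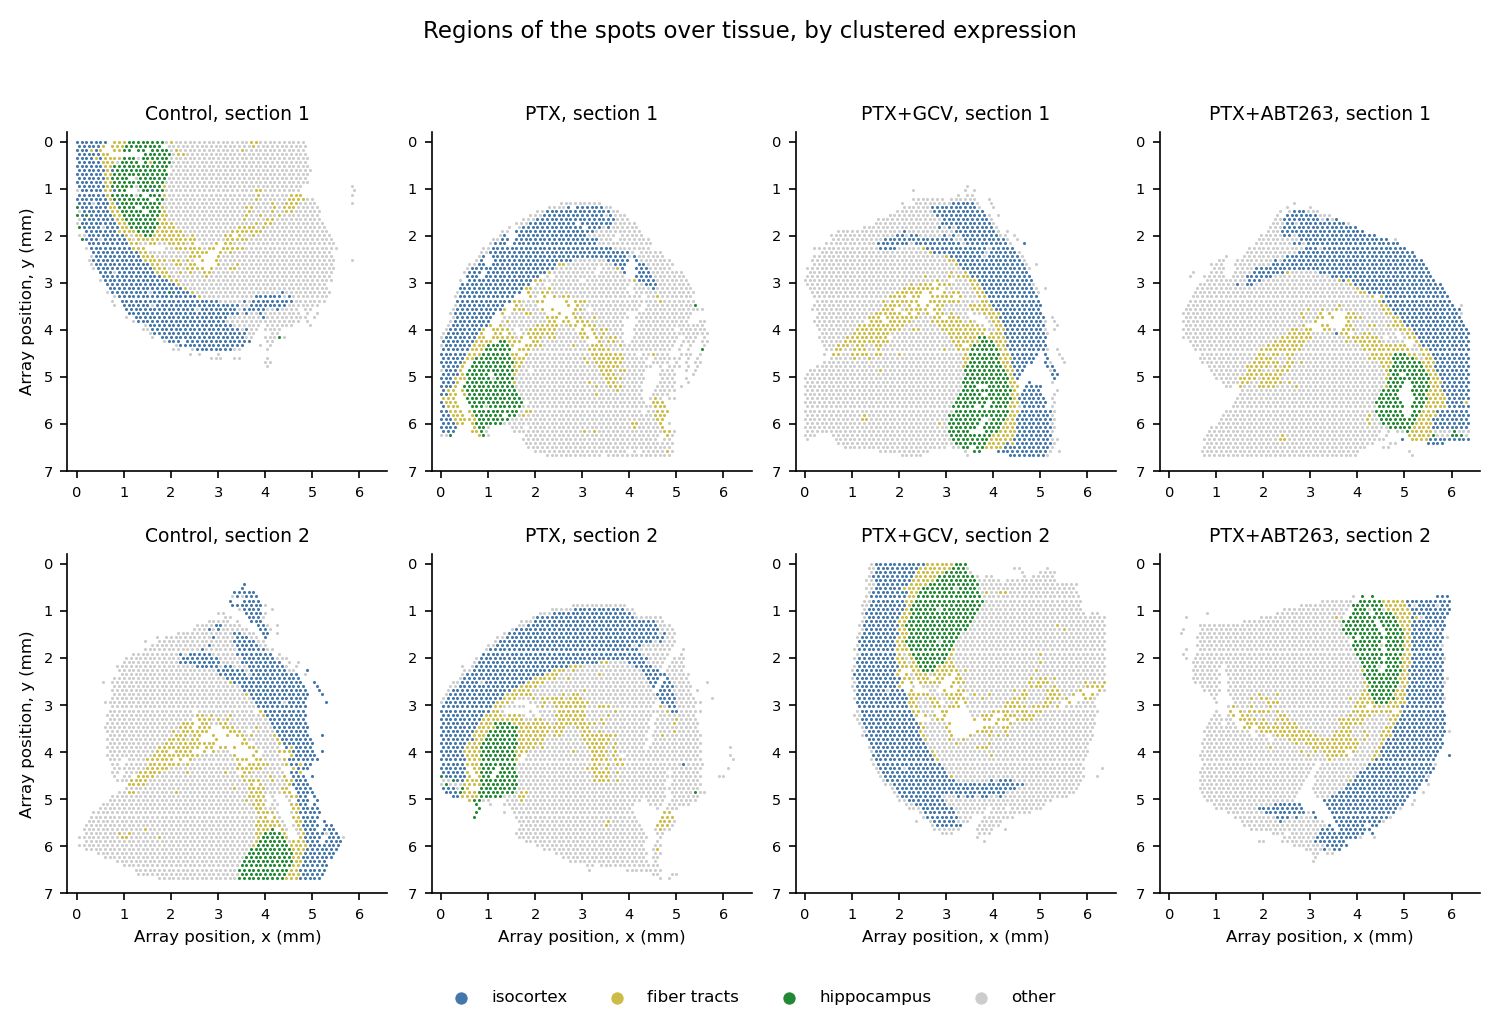
Array positions of all kept spots in the 8 sections, coloured by region from the clusters of gene expression; axes are array position in mm. The 5139 isocortex spots form the outer mantle and the 2424 fiber tract spots the bands beneath it.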

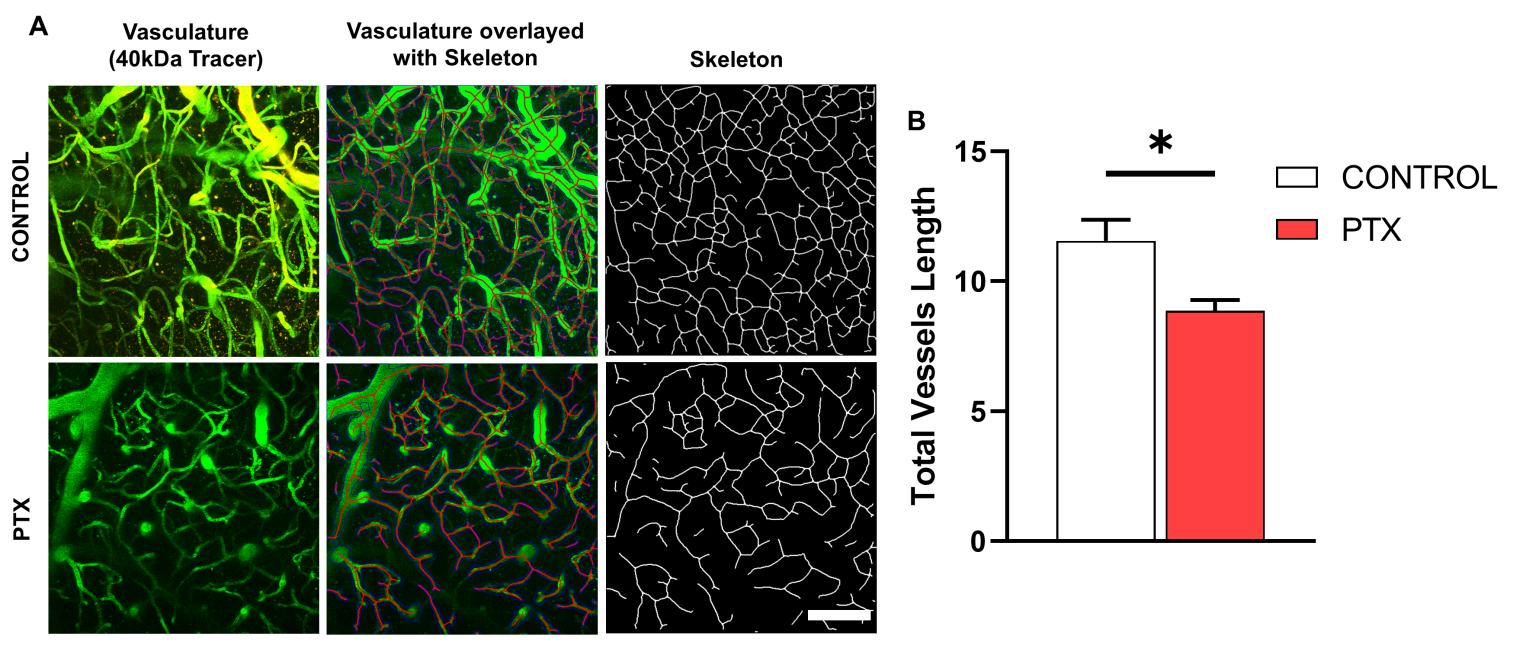

**Figure S5. Demonstration of PTX-induced cerebromicrovascular rarefaction by intravital two-photon microscopy. (A)** Segmentation of blood vessels in two-photon images. Original z-stack images captured in brains of control and PTX treated mice (red fluorescence: WGA-Alexa594 staining of the glycocalyx of the endothelial cells) were maximum projected and processed with a modified macro from a published ImageJ plugin^[1](#_ENREF_1" \o "Nyul-Toth, 2021 #14027)^. Skeleton images were used to calculate indices corresponding to microvascular density. Scale: 100 μm. (B)

**
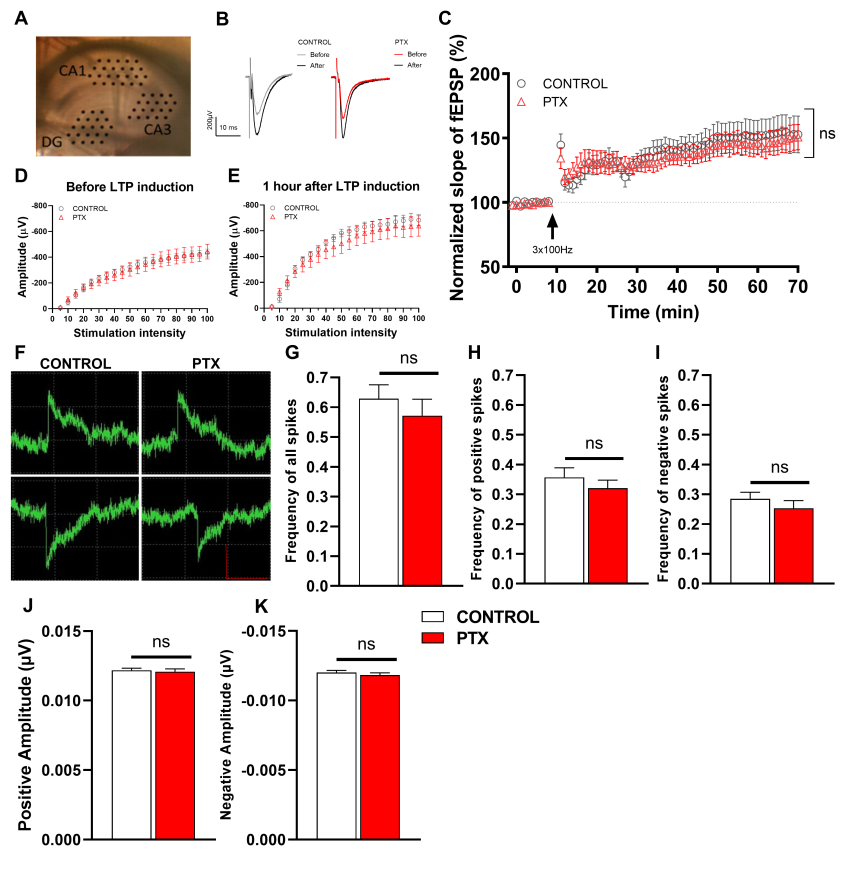
**

**Figure S6**: **PTX treatment does not affect neuronal function and synaptic activity.** PTX treatment does not cause any change in spontaneous activity and long term potentiation in hippocampal synapses. (A) Picture of hippocampal slice in MED 64 probe with electrodes positioned on the dentate gyrus (DG), CA3 and CA1 regions. (B) Synaptic potentiation of hippocampal CA1 synapses in PTX treated mice. Representative traces show EPSPs after (black line) and before (blue line for control, red line for treated) 100Hz stimulation to induce LTP in slices from control (left) and PTX treated (right) mice. Panel C: Normalized fEPSP showing LTP induced in both groups of mice. LTP was seen in both control mice (blue circles, n = 10 slices from 5 mice, 152.9 ± 13.4% last 10 min of recording), and PTX treated mice (red triangles, n = 9 slices from 5 mice, 147.3 ± 9.5% last 10 min of recording). Each data point represents the average of two successive test responses. The vertical arrow indicates the period of three 100 Hz stimulation. (Data shown as mean ± SEM. ns p > 0.05, Mann Whitney test). (D-E) Baseline and potentiated synaptic strength in PTX treated mice. Graph depicts amplitude of fEPSP evoked from control brain slices (blue circles) and brian slices from PTX treated mice (red triangles) by stepwise increase in the stimulus from 5 to 100 µA. Comparison of amplitudes between slices obtained from brains of control and PTX treated mice before LTP (upper panel, ns p > 0.05) and after LTP induction (lower panel, ns p > 0.05, Data shown as mean ± SEM). Both groups showed an increase in the fEPSP amplitudes after 1 hr of LTP induction. (E) Representative traces from spontaneous events in brain slices obtained from control (left panel) and PTX treated mice (right panel). There was no difference in the amplitudes of positive spikes (upper panel) and negative spikes (lower panel) between the two groups. Scale bars *y*=20 µV, *x*=2 ms. (F-H) No difference in the average frequency of all spikes in the hippocampi of control (n=7 slices from 5 mice) and PTX treated mice (n=8 slices from 5 mice). In addition, there was no difference in average frequency of positive spikes (middle panel) and average frequency of negative spikes (right panel, shown as mean ± SEM. ns p>0.05, Wilcoxon signed rank test). (I-J) Analysis of spontaneous event amplitudes (shown as mean ± SEM). There was no difference in the amplitudes of positive spikes (left panel, ns p>0.05, Wilcoxon signed rank test) and negative spikes (right panel, ns p>0.05, Wilcoxon signed rank test) between the two groups.

**
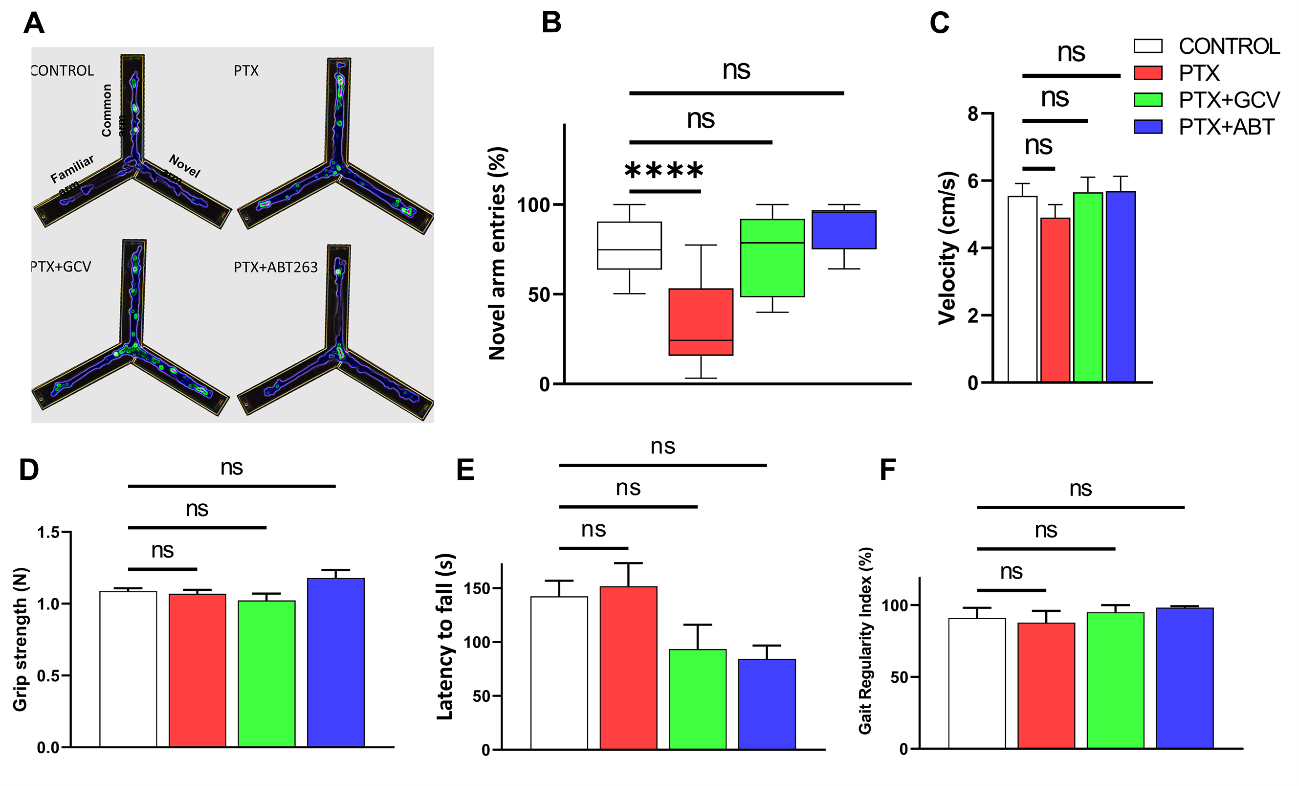
**

**Figure S7.** **Performance of PTX treated p16-3MR mice in behavioral tests.** Control p16-3MR mice and PTX treated p16-3MR mice that received vehicle, ganciclovir (GCV) or ABT263 were tested in the Y maze. (A) Schematic picture of the Y maze. The start arm (common arm), the familiar arm and the novel arm are indicated (see details in text). Representative search paths of a randomly selected animal from each group are shown (red). (B) Number of entries in novel arm of the Y-maze as percentage of all entries during the retrieval trial (n=8-39 for each datapoint; ****P<0.0001 vs. control). PTX treated mice exhibited significant impairment of contextual memory as indicated by a similar number of entries in the novel and previously encountered arms during retrieval in the delayed-alternation task. The performance of PTX treated animals that received GCV or ABT263 did ot differ significantly from that of control animals on this task. (C): Average velocity of mice was similar in each group. (D) PTX treatment in mice does not affect grip strength. (E) PTX teatment in mice does not effect performance on the rotarod test. (F) PTX teatment in mice does not affect gait performance. Shown are the regularity indices for each group. Data are mean±S.E.M.(n=8-39 for each datapoint). Statistical significance was calculated using one-way ANOVA with Tukey’s post hoc test to determine differences among groups.

**SUPPLEMENTAL TABLES**

**Supplemental Table S1:** List of cell-type specific markers[^2^](#_ENREF_2). EC: endothelial cells

**Supplemental Table S2:** List of senescence marker genes[^3^](#_ENREF_3)^,^ [^4^](#_ENREF_4)

**Supplemental Table S3:** List of endothelial cell (EC) sub-cluster specific genes[^5^](#_ENREF_5).

**SUPPLEMENTAL MATERIALS AND METHODS**

*Experimental animals and experimental design*

To identify and eliminate senescent cells, we used a novel transgenic mouse model (p16-3MR mice[^6^](#_ENREF_6)^,^ [^7^](#_ENREF_7)) that carry a trimodal fusion protein (3MR) under the control of the p16*^Ink4a^* promoter. 3MR contains functional fragments of Renilla luciferase, which allows us to detect senescent cells in living animals, monomeric red fluorescent protein (mRFP), which enables us to FACS sort senescent cells from tissues, and the herpes simplex virus thymidine kinase, which allows us to selectively kill p16-positive senescent cells by administering the prodrug ganciclovir (GCV). Previous studies have extensively characterized this model[^8^](#_ENREF_8).

Three month old male p16-3MR mice were housed 3 per cage in the specific pathogen free animal facility at the University of Oklahoma Health Sciences Center (OUHSC). Animals were kept on a 12 hour light/dark cycle and fed standard rodent chow and water *ad libitum*, following standard husbandry techniques. One week before initiation of PTX treatment, mice were transferred to the conventional animal facility of the University of Oklahoma Health Sciences Center and housed under similar conditions.

Mice received PTX (5 mg/kg/day, i.p., n=150) or vehicle (DMSO+saline, n=50) in 2 cycles (5 days/cycle) with a 7-day interval between cycles. Mice were then left to recover for 2 weeks in the original environment. Then, PTX treated mice were assigned randomly to three groups. Two groups received the senolytic drug ABT263 (Navitoclax, Chemgood, C-1009, i.p., 1.5mg/kg/daily in DMSO/saline)[^6^](#_ENREF_6) or ganciclovir (GCV [TSZCHEM, RG001, >99%]; i.p. 25 mg/kg/daily) for 5 days and for 2 cycles with a 2 week interval between cycles[^6^](#_ENREF_6). The third group served as vehicle controls. To test for non-specific effects of senolytic treatments, a separate control cohort of p16-3MR mice animals received GCV or ABT263 without PTX pretreatment.

To detect toxic effects of the pharmacological treatments, changes in body weight and neurological status of the animals were monitored for 3 months post-treatment. Neurological examination was performed as reported ^[9](#_ENREF_9" \o "Fulop, 2019 #25)^, by assessing each animal’s spontaneous activity, symmetry in the movement of the four limbs, forelimb outstretching, climbing ability, body proprioception, and response to vibrissae touch. Each examined animal was provided with a score calculated by the summation of all individual test scores (maximum18 points). Mice with a neurological score of 16 or less were excluded from the study.

At the end of the recovery period, 6 months after the PTX protocol, mice were tested for cognitive function and NVC responses or BBB integrity, then euthanized for tissue collection. All animal protocols were approved by the Institutional Animal Care and Use Committee of the OUHSC.

*Radial arms water maze testing*

To determine how senescence induced by PTX and depletion of senescent cells affect cognitive function, spatial memory and long term memory were tested by assessing performance in the radial arms water maze at 6 months post-chemobrain, following our published protocols[^6^](#_ENREF_6)^,^ [^10-12^](#_ENREF_10). The maze consists of 8 arms with a submerged escape platform at the end of one arm. Food coloring was added to the water to make it opaque. The maze was surrounded by privacy blinds with extramaze visual cues. Intramaze visual cues were placed at the end of the arms. Mice were monitored by video tracking directly above the maze and parameters were measured using Ethovision software (Noldus Information Technology Inc., Leesburg, VA, USA). Experimenters were blinded to the experimental conditions of the mice. Each day, mice were given the opportunity to learn the location of the submerged platform during 2 session blocks, each consisting of 4 consecutive acquisition trials. On each trial, the mouse was started in an arm not containing the platform and allowed to wade for up to 1 minute to find the escape platform. All mice spent 30 seconds on the platform following each trial before beginning the next trial. The platform was located in the same arm on each trial. Over 3 days of training, mice gradually improved performance. Upon entering an incorrect arm (all 4 paws within the distal half of the arm), the mouse was charged an error. Learning was assessed by comparing performance on days 2 and 3 of the learning period. When both groups learned the task, mice were placed in their home cage for 7 days. Then, they were given a recall trial on day 10. On day 11 (extinction), mice were tested for ability to relearn the task when the platform had been moved to a different arm not adjacent or diametrically positioned to the previous location. Mice were tested for 2 session blocks, the second, consisting of 4 trials, was used for comparison.

*Spatial memory testing of mice in Y-maze*

Hippocampal-dependent contextual memory was tested with the Y-maze two-trial delayed alternation task according to our published protocol[^13^](#_ENREF_13). In brief, a Y-maze apparatus made up of three enclosed Plexiglas arms (40 cm length x 9 cm width x 16 cm height) with extra-maze visual cues around the maze, was used to assess recognition memory. The test consisted of two trials separated by an intertrial interval (4 h). All mice were transported to the behavioral testing room in their home cages at least 1 h before testing. In the first training (acquisition) trial, mice were placed in the maze facing the end of a randomly chosen start arm and allowed to explore the maze for 5 min with one of the arms closed (novel arm). Mice were returned to their home cage until the second (retrieval) trial, run with all three arms of the maze open. The time spent in each arm was measured from video recordings by investigators blinded to age and treatment. Mice were required to enter an arm with all four paws in order for it to be counted as an entry. The time spent in the novel arm was calculated as a percentage of the total time spent exploring all three arms during the 2 min retrieval trial. The maze was cleaned with 70% ethanol between trials. Animals that spent < 20% of trial time engaged in exploration were removed from the study.

*Grip strength, rotarod, gait analysis*

As an additional control, we determined how the pharmacological treatments affect muscle function in mice. We used the grip strength test was used to measure the maximal muscle strength of forelimbs of the mice. Forelimb grip strength was assessed using a grip strength meter (Chatillon Ametek Force Measurement, Brooklyn, NY) based on the manufacturer’s recommendations. The strength measurements of each group of mice were obtained three times by the same investigator. The maximum grip strength values were used for subsequent analysis.

Motor coordination was assessed by using an automated four-lane rotarod tool (Columbus Instruments, Columbus, OH) as described previously. [^14^](#_ENREF_14)^,^ [^15^](#_ENREF_15) Motor skill learning was evaluated by analyzing day-to-day changes in performance on the accelerating rotarod test. Mice were pre-trained on rotarod by placing them on moving rotarod at 10 rotation per minutes (rpm) until they performed at this speed for 3 minutes. On the days of testing, mice were acclimated to the testing room for at least 15 min before stating new trial and throughout the day maintain in their home cages to avoid any possible stress. The test phase consisted of 3 trials (separated by 15-min inter-trial intervals) per day for 4 days. The testing apparatus was set to accelerate from 4 to 40 rpm in 300 s. One mouse was then placed on each lane and the rotarod was started with an initial rotation of 4 rpm. The rotational velocity was set to increase every 10 s and the latency to fall was recorded in seconds by an infra-red beam across the fall path along with the max rpm sustained by each mouse and final output was plotted as a summary of record on day 4.

To determine the impact of PTX treatment on gait coordination, we tested the experimental groups of mice using an automated computer assisted method (CatWalk; Noldus Information Technology Inc.). Using the CatWalk system, the detection of paw placement patterns during volunteer running on an illuminated glass walkway by a camera placed under the glass surface provides an automated analysis of gait function and the spatial and temporal aspects of interlimb coordination[^10^](#_ENREF_10)^,^ [^16^](#_ENREF_16). Briefly, animals were trained to cross the walkway and then, in a dark and silent room (< 20 lux of illumination), animals were tested in twenty consecutive runs (to obtain >200 steps per each animals). Data were averaged across ~20 runs in which the animal maintained a constant speed across the walkway. After manual identification and labeling of each footprint the variability of the data has been assessed using quartile dispersion. We adopted a common outlier definition, labeling points more than 1.5 interquartile ranges away from the sample median as extreme values. After variability analyses, spatial and temporal gait parameters were calculated. The regularity index (%) is a fractional measure of inter-paw coordination, which expresses the number of normal step sequence patterns relative to the total number of paw placements. The formula of regularity index is: (normal step sequence patterns) x 4/(total number of paw placements) x 100 (%). In healthy, fully coordinated animalls its value is close to 100%.

*Intravital two-photon microscopy*

To assess BBB permeability and cerebromicrovascular density, mice were equipped with a chronic cranial window and intravital two-photon microscopy-based and optical coherence tomography (OCT[^17^](#_ENREF_17)) based imaging methods were used as previously described[^1^](#_ENREF_1).

Chronic cranial window surgery

Animals were anesthetized with 2-3 % isoflurane (ISOTHESIA, Henry Schein Animal Health, OH, USA) gas via inhalation with Surgivet Classic T3 vaporizer (Smiths Medical, Minneapolis, MN, USA) with 1-2 L/min flow rate before and during the surgery. Eye blink, toe, and tail pinch reflexes were monitored to determine the depth of anesthesia. The experimental animal was placed on a heating pad to maintain core body temperature during the procedures. The head of the animal was fixed in an adaptor for the stereotaxic frame by ear and nose bars. Eye ointment was applied to both eyes to prevent ocular dehydration during anesthesia. Hair removal lotion was applied to the top of the head. After hair removal, the surface of the skin was disinfected with 70% ethanol. Then, the skin was removed from the top of the skull. 2 % lidocaine (Sigma-Aldrich, MO, USA) solution was dripped onto the periosteum. The periosteum was removed from the exposed area of the skull with a blade and the area was scraped gently to establish a clean surface. To dry the surface of the skull it was wiped with a cotton wool stick. After an area 3-4 mm in diameter had been chosen over the sensorimotor cortex, the skull was gently thinned using a pneumatic dental drill (Foredom, Blackstone Industries, Bethel, CT, USA). During this procedure, the surface was cooled by dripping of cold, sterile PBS. Debris was blown off with compressed air. When the bone was thin enough (indicated by its slight movement when it was gently pushed), craniotomy was performed under a drop of sterile PBS. The surface of the dura mater was carefully wiped down and any accidental bleeding – caused by the craniotomy – was stopped with a gelatin Hemosponge (Goodwill Lifesciences, India) immersed in sterile PBS. The cranial window was dried carefully to remove excess fluid from the area. A glass coverslip (diameter: 5 mm, Thomas Scientific, Swedesboro, NJ, USA), which was previously soaked in 70% ethanol, was rinsed in PBS and applied to the surface of the dura mater to completely cover the cranial window. The coverslip was fixed to the skull with liquid adhesive and after the superglue bonded, the cranial window was secured with Jet Set-4 dental acrylic resin (Lang Dental, Wheeling, IL, USA). The resin rim created a small pool around the cranial window. At the end of the surgery, the animals were treated with buprenorphine (1 ml/kg body weight, i.p.; Zoopharm, WY, USA). Enrofloxacin (5 mg/kg body weight, s.c.; Baytril, Bayer, Germany) was administered as a prophylactic antibiotic. The animals were closely monitored until the anesthesia wore off and they regained consciousness. Intravital imaging studies were conducted at least two to three weeks after surgery.

Intravital two-photon microscopy

Two-photon imaging was performed to assess microvascular density and BBB integrity, as previously described[^1^](#_ENREF_1). Intravital imaging was preformed using a FluoView 1000 MPE (Olympus, Tokyo, Japan) two-photon microscope coupled with a MaiTai HP DeepSee-OL 690 nm-1040 nm (Spectra-Physics, San Jose, CA, USA) laser and a XLPLN25XWMP 25× water immersion objective (1.05 numeric aperture; Olympus, Tokyo, Japan). An 800 nm laser line was used for excitation. The emitted light was collected by PMT detectors. Three channels with the following filter sets were used: 420-460 nm, 495-540 nm, 575-630 nm.

Mice were anesthetized with isoflurane (2-2.5 % for induction, 1.5-2 % for maintenance; with 1-2 L/min flow rate). The heads of the animals were fixed using a stereotaxic frame. To label the vascular glycocalyx, Wheat Germ Agglutinin, Alexa Fluor™ 594 Conjugate (4 ml/kg body weight of 1 mg/ml WGA-A594, Thermo Fisher Scientific, MA, USA) was injected retro-orbitally. Imaging of the cortex was performed through the cranial window. WGA-A594 binds to the glycocalyx in the cortical microvasculature, enabling the visualization of the microvascular network architecture and the accurate identification of the vessel wall boundaries. On the basis of the microvascular architecture cortical areas for subsequent BBB integrity studies were identified and imaged. First, meningeal vessels were detected and imaging depth of zero was set to them. Superior pial vessels were used as reference points for later examination. Cerebral microvessels were examined at ~0-200 µm depth. The same laser intensity (5%) and detector sensitivity were used regardless of the depth in the tissue to maintain the reproducibility and comparability with other animals. Images captured immediately after WGA-A594 injection served as a no-tracer background intensity internal control. Using two-photon microscopy, image stacks deep into the brain tissue were captured with limited photobleaching and tissue phototoxicity, as fluorescence occurs only within the plane of focus.

To assess BBB integrity and determine the severity of BBB disruption, first a fluorescent tracer dye with higher molecular weight (4 ml/kg body weight of 2 mg/ml FITC-dextran 500 kDa; Sigma-Aldrich, MO, USA) was injected retro-orbitally. Imaging of the pre-set area was performed to detect extravasation of the high molecular weight tracer dye, indicating severe BBB disruption. This high molecular weight tracer was only used for single microvessel measurement since detectable extravasation is minimal and is hardly detectable with image subtraction analysis.

To detect mild BBB disruption, fluorescent tracer dyes with lower molecular weight (4 ml/kg body weight of 2 mg/ml FITC-dextran 40 kDa, 3 kDa, Thermo Fisher Scientific, MA, USA; and sodium fluorescein, Sigma-Aldrich, MO, USA) were injected in order of descending molecular weight and imaging of the predetermined area was performed following the aforementioned protocol.

For image subtraction analyses, the volumes of interests (VOIs) were selected based on observable microvessels. 508 µm × 508 µm × 50-150 µm (x, y, z) VOI was imaged for z-stacks. The corresponding pixel numbers were 512 × 512 × 31; thus, the spatial resolution was approximately 1 µm × 1 µm × 5 µm in x, y, z directions (objective point spread function (PSF) <.1.5 μm)[^18^](#_ENREF_18)

Image analysis

The images were analyzed using FIJI ImageJ 1.53C version (National Institutes of Health, USA) with a custom-made macro, following the method of Nyúl-Tóth et al[^1^](#_ENREF_1). In brief, imported TIFF images were assembled into time-series of z-stacks then these were 3D corrected for the proper alignment. WGA-A594 stained vascular images were used as a segmented binary mask to subtract from 3D shift background corrected Z-stack maximum intensity tracer images to remove the areas corresponding to intravascular volumes. This approach enables the selective measurement of extravasated tracer intensities at each time point separately. Intensity of the intravascular volumes was also measured by inversion and subtraction of the vascularization-segmented images from the tracer channel. As a last step, intensity of images post-subtraction was measured. Integrated density values changes were used for the calculations of relative permeability.

Determination of relative and absolute permeability of cerebral microvessels within a volume of brain tissue

Measured total area integrated density values from extravascular tracer fluorescent intensity in z-stack maximum projections were normalized to the baseline intensity (WGA-A594 without the tracers) to avoid imaging error-based distortion. Intensities were represented as a function of elapsed time between the first (only WGA-A594) and further (WGA-A594 and tracer) recordings. The given function was analyzed by the calculation of the “area under curve” (AUC) which enabled the comparison of the extravasated tracer quantities, resulting in a relative permeability difference between subjects. Permeability was measured at every single time point (~15/tracer) with their own area fraction and normalized intensity. Then, the apparent solute permeability for different tracers was calculated from the median value of the relevant time points.

*Intravital optical coherence tomography (OCT)*

In the same mice used for two-photon imaging, the cerebral microcirculation was also imaged at least with a one-day difference, using an OCT system to assess microvascular density as previously described[^1^](#_ENREF_1).

Animals were anesthetized as described with isoflurane (2-2.5 % for induction, 1.5-2 % for maintenance) and their heads were fixed using a stereotaxic frame as described above.

A high-speed swept-source optical coherence tomography (SS-OCT) system (VEG220, Thorlabs) was used for in vivo imaging of mouse cerebral cortex. The system was equipped with a ~1310 nm broadband wavelength-swept laser with a spectral bandwidth of ~100 nm and a wavelength-swept frequency of ~200 KHz, providing a measured axial resolution ~14 μm in air (~10 μm in mouse brain tissue)[^19^](#_ENREF_19)^,^ [^20^](#_ENREF_20). The sensitivity of system was ~105 dB at the focal point measured using a mirror. The incident light power onto the surface of cerebral cortex was ~10 mW. In this system, 97% of the laser output power was divided to the sample and reference arms, and 3% of the output was distributed to a Mach-Zehnder interferometer (MZI) to trigger the data acquisition. The laser beam was scanned over the cranial window on the mouse head using a pair of galvanometer scanning mirrors (GSM, X by Y), yielding a three-dimensional (3D) volumetric data set (X by Y by Z). An objective with ~25 mm working distance (OCT-LK3, Thorlabs) was used in this system, providing a lateral resolution of ~13 μm in air.

In order to acquire images of blood vessels in mouse cerebral cortex, the scanning protocol was optimized for OCT-based optical microangiography (OMAG) algorithm as previously described[^1^](#_ENREF_1). To acquire in vivo volumetric angiography in mouse cerebral cortex, the OMAG algorithm was employed for the acquisition of vascular information from the 3D OCT data set by coherently analyzing the intrinsic scattering property of moving red blood cells (RBCs) in blood vessels[^1^](#_ENREF_1). In the fast-scanning axis (X), 400 A-scans covering a length of ~2.5 mm constituted a B-scan frame. In the slow-scanning axis (Y), 400 sampling positions covering a length of ~2.5 mm contributed to a 3D data set (sampling resolution is 6.25 × 6.25 × 6.25 μm3 in X × Y × Z). In the scanning protocol, eight repeated B-scan frames at each sampling position were obtained to constitute a complete 3D scanning data cube with 960 by 400 by 3200 (Z by X by Y) voxels. The eight repeated B-scan frames were further utilized to generate a cross-sectional vascular map at each sampling position[^1^](#_ENREF_1)^,^ [^19^](#_ENREF_19)^,^ [^20^](#_ENREF_20). An enface summed intensity projection (SIP) algorithm [^21^](#_ENREF_21) allowing visualization of small decorrelation signals that overlaid major vessels was applied to the OMAG volume dataset to present the vessel network.

The image processing and calculation were processed by Python Programming Language (*Python Software Foundation,* <https://www.python.org/>) and ImageJ Fiji (*National Institutes of Health, Bethesda, Maryland, USA,* <https://imagej.nih.gov/ij/>). First, a two-dimensional (2D) *en face* raw OCTA image was generated through the SIP algorithm projected from the volumetric data of blood vessels produced by OMAG. Second, the input raw OCTA image was processed by the fast Fourier transform (FFT) to remove the stripe noise caused by the breath and heartbeat of mouse. Despeckle algorithm was used to eliminate the speckle noise. The adaptive threshold was applied in different regions of the entire raw OCTA image with different threshold values to adaptively filter noises in subareas. Third, Median Local Threshold was used on the filtered OCTA image to generate a binary OCTA map. Next, the edges of vessels were detected and contoured as the OCTA perimeter map. Last, a skeletonized OCTA map was generated by iteratively removing the pixels in the outer boundary of the binarized OCTA map until one pixel remained along the width direction of the vessels [^22^](#_ENREF_22). The quantification and analysis of blood vessels were performed through the quantitative parameters of vessel area density (VAD) and vessel skeleton density (VSD).

VAD was calculated by a unit-less ratio of the total image area occupied by the blood vessels to the total image area in the binarized OCTA maps.

$$VAD=\frac{\sum_{i=1, j=1}^{n} A_{(i,j)}}{\sum_{i=1,j=1}^{n} X_{(i,j)}}$$

Where, $A_{(i,j)}$ represented the pixel of binarized vessel area (white pixels on Fig. 3C), and $X_{(i,j)}$ represents all the pixels in the binarized OCTA image, and $(i,j)$ are the coordinates of pixels in the quantitative OCTA images ($i$ ~ row, $j$ ~ column). With this calculation, VAD provided an accurate estimate of real vessel density as it included both vessel length and diameter information.

Similarly, VSD was defined as the unit-less ratio of the total image area of the vessel length to the total image area in the skeletonized OCTA maps.

$$VSD=\frac{\sum_{i=1, j=1}^{n} S_{(i,j)}}{\sum_{i=1,j=1}^{n} X_{(i,j)}}$$

Where, $S_{(i,j)}$ represented the pixel of skeletonized vessel area, and $X_{(i,j)}$ represented all the pixels in the skeletonized OCTA image. VSD was an assessment of the vessel length density regardless of the vessel diameter.

*Assessment of neurovascular coupling responses*

NVC responses were assessed as described previously[^7^](#_ENREF_7)^,^ [^11^](#_ENREF_11). In brief, mice in each group were anesthetized with isoflurane (2% induction and 1% maintenance), endotracheally intubated and ventilated (MousVent G500; Kent Scientific Co, Torrington, CT). A thermostatic heating pad (Kent Scientific Co, Torrington, CT) was used to maintain rectal temperature at 37^o^C [^23^](#_ENREF_23). End-tidal CO_2_ was controlled between 3.2% and 3.7% to keep blood gas values within the physiological range, as described[^24^](#_ENREF_24)^,^ [^25^](#_ENREF_25). The right femoral artery was cannulated for arterial blood pressure measurement (Living Systems Instrumentations, Burlington, VT) [^23^](#_ENREF_23). Blood pressure was within the physiological range throughout the experiments (90-110 mmHg). Mice were immobilized and placed on a stereotaxic frame (Leica Microsystems, Buffalo Grove, IL), the scalp and periosteum were pulled aside and the skull was gently thinned using a dental drill while cooled with dripping buffer. A laser speckle contrast imager (Perimed, Järfälla, Sweden) was placed 10 cm above the thinned skull. To achieve the highest CBF response the right whiskers were stimulated for 30 seconds at 5 Hz from side to side. Differential perfusion maps of the brain surface were captured. Changes in CBF were assessed above the left barrel cortex in six trials in each group, separated by 5 min intervals. To assess the role of NO mediation, CBF responses to whisker stimulation were repeated after administrating the nitric oxide synthase inhibitor N^ω^-Nitro-L-arginine methyl ester (L-NAME). Changes in CBF were averaged and expressed as percent (%) increase from the baseline value. Experiments lasted <1 hour/mouse, which permitted stable physiological parameters to be obtained. In each study the experimenter was blinded to the treatment of the animals. At the end of the experiments the animals were transcardially perfused with ice-cold PBS and decapitated. The brains were immediately removed and samples were collected for subsequent studies. Whole brains were collected for FACS analysis and transcriptomics. Acute brain slices were collected for LTP measurements. Half brains were immersion fixed in 4% paraformaldehyde for 24 hours, transferred to sucrose gradients and embedded and cut for immunohistochemistry.

*Electrophysiological studies to assess synaptic function and long-term potentiation (LTP)*

To determine how PTX affects neuronal function, extracellular recordings were performed from acute hippocampal slices obtained from a separate cohort of control and PTX-treated animals as described[^16^](#_ENREF_16)^,^ [^26-28^](#_ENREF_26).

Briefly, horizontal hippocampal slices of 325 µm thickness from mice in each cohort were prepared in ice cold solution containing (in mmol/L) sucrose 110, NaCl 60, KCl 3, NaH_2_PO_4_ 1.25, NaHCO_3_ 28, sodium ascorbate acid 0.6, glucose 5, MgCl_2_ 7, CaCl_2_ 0.5 using a HM650V vibrating microtome (Thermo Scientific). Slices were then transferred to a holding chamber (Scientific Designs, Inc.) which contained oxygenated artificial cerebrospinal fluid (aCSF) of the following composition (in mmol/L) NaCl 126, KCl 2.5, NaH_2_PO_4_ 1.25, MgCl_2_ 2, CaCl_2_ 2, NaHCO_3_ 26, glucose 10, pyruvic acid 2, ascorbic acid 0.4. Slices were left to recover for at least 60 min at room temperature prior to recording in a brain slice chamber (Automate Scientific Inc., CA).

For recording network activity and extracellular field potentials, the slice was transferred to and positioned on a P5002A multi-electrode array system (Alpha MED Scientific Inc., Osaka, Japan) and perfused with aCSF at a rate of 2 ml/min, equilibrated with 95% O_2_ and 5% CO_2_ at 32°C. To secure contact between the slice and electrodes and to improve mechanical stability, a piece of nylon mesh and a slice anchor harp were placed on top of the slice. The slice was maneuvered to position the hippocampus on the array. After the slice had settled in the recording chamber, before applying any stimulation, six hundred (600) traces of network activity were recorded, each for a 1 sec duration, under physiological conditions with continuous aCSF perfusion[^29^](#_ENREF_29). Network activity data were analyzed as previously described[^30^](#_ENREF_30). Briefly, raw MED64 Mobius workflow files were opened and spikes were extracted in Mobius (WitWerx Inc.). Positive and negative spike-threshold was set to + 0.01 and − 0.01 mV, respectively. Spike traces were extracted along with 1 ms of baseline before and after the spike event, without down sampling. Raw data were filtered using a Bessel high-pass (2-pole) with a cutoff frequency of 1000 Hz and a DC filter with a typical spike length set to 1 ms. The resulting file containing all extracted spikes within that slice recording was then processed in Microsoft Excel using a visual basic macro that was coded and validated by us to extract each of the final parameters for statistical comparison.

Field excitatory postsynaptic potentials (fEPSPs) were generated in the CA1 region of the hippocampus by stimulating downstream electrodes in the CA1 and CA3 regions of the hippocampus along the Schaffer collateral pathway. Input/output curves (I/O curves) were generated by applying increasing stimulus currents to the pathway from 0 to 100µA and recording the responses. The threshold stimulus for generating fEPSPs was determined as 30%–40% of the stimulus strength needed to generate the maximum fEPSP amplitude during the I/O curve measurement. The slice was stimulated once every 30 seconds until a stable baseline lasting at least 10 minutes was observed. Long term potentiation (LTP) was induced using 100 high-frequency stimulation pulses at 100 Hz applied three times with 30-second intervals. Next, baseline stimulation was resumed and recorded fEPSPs for at least 60 more minutes. Finally, another I/O curve was recorded and generated as described above. For all recordings, we used the MED-64 system and Mobius software (Alpha MED Scientific Inc). Potentiation was calculated as the percent increase of the mean fEPSP descending slope (10–90 section) after high-frequency stimulation and normalized to the mean fEPSP descending slope of baseline recordings during 3 minutes prior tetanus.

*Determination of senescent cell burden by flow cytometric analysis*

We used sorted cells obtained from the single-cell suspensions from the brain samples to analyze senescent cell burden. Animals were sacrificed and transcardially perfused with the ice-cold PBS for 12 minutes. The brains were collected and transferred to ice cold PBS. Under the hood, the brain tissue was gently diced and digested in the mix of collagenase (Sigma), dispase I (Sigma, D4818), hyaluronidase (Sigma, H4272), and elastase (Sigma, E0127) in PBS for 30 minutes at 37°C with gentle and continuous agitation. Further, brain tissue was mechanically dissociated and run through 100 and 30 μm nylon mesh (Miltenyi Biotech) to prepare single-cell suspensions. Tissue debris and myelin were removed by the density gradient reagent 'Debris Removal Solution' (Miltenyi Biotech Inc. USA). Cells were fixed in 1% PFA (Santa Cruz Biotech), washed once with ice-cold PBS, resuspended in MACS buffer (Miltenyi Biotech) and stored at 4°C.

On the day of flow cytometry, fixed cells were stained with the RFP-Booster (AlexaFluor-488, 1:1000; Chromotek; US-QUO201590, 0.5gm/L) for 30 minutes, centrifuged (300×g, 10 min), and resuspended in MACS buffer (Miltenyi Biotech). The RFP-Booster allows for the detection of senescent cells that express RFP-containing 3MR construct under the control of the p16*^Ink4a^* promoter.

To assess senescent cell burden, a portion of the RFP-Booster-stained samples were also labelled with an antibody directed against the endothelium-specific surface marker CD31 (anti-CD31; clone: MEC13.3; 1:50; DyLight 594; NOVUSBIO NB600-1475DL594). First, the fraction of RFP+ senescent cells were determined as a percentage of total cells in the single cell suspensions from whole brain lysates using a Guava® EasyCyte™ BGR HT Flow Cytometer (Luminex). Then, the ratio of RFP^+^/CD31^+^ senescent endothelial cells as a percentage of all CD31^+^ endothelial cells was determined.

Fluorescent Activated Cell Sorting (FACS) with the low-pressure WOLF Cell Sorter™ (NanoCellect) was used to obtain the cell suspension enriched in brain senescent cells. Prior to cell sorting, the analysis of unstained cells was performed to gate RFP+ cells. RFP+ cells were sorted at low speed (100-400 events/s) to avoid cellular damage and provide a high sorting yield. Sorted cells were centrifuged (300 g, 10 minutes), supernatants were discarded, and cell pellets were resuspended in MACS buffer. Suspensions of sorted cells were kept in the dark at 4°C for further analysis. RFP+ senescent cells were stained with cell-specific markers. Antibodies directed against CD31 were used to quantify the ratio of senescent endothelial cells (anti-CD31; clone: MEC13.3; 1:50; DyLight 594; NOVUSBIO NB600-1475DL594). 130 μL of sorted cells were plated on a 96-well plate and incubated with 10 μL of 1% BSA (Sigma) in 2.8% triton X-100 surfactant (EMD Chemicals Inc., TX1568-1) for 15 minutes. The cellular profile of brain senescent cells was assessed on a Guava® EasyCyte™ BGR HT Flow Cytometer (Luminex). Data were analyzed using FCS Express software (De Novo Software). Ratio of senescent RFP+/CD31+ endothelial cells was determined as a percentage of total RFP+ senescent cells. Cell debris was gated out during sorting and flow cytometry data analysis.

*Assessing PTX-induced senescence in cultured cerebromicrovascular endothelial cells*

Cellular senescence is characterized by expression of senescence-associated β-galactosidase (SA-β-gal) activity. To assess the sensitivity of cultured primary cerebromicrovascular endothelial cells to PTX-induced senescence, we measured SA-β-gal activity in PTX-treated cultured human cerebromicrovascular endothelial cells (CMVECs). Human CMVECs were purchased from Cell systems and cultured in Complete Classic medium supplemented with Culture boost and BAC-off antibiotics (Cell systems). The cells were treated with vehicle (DMSO in media) or PTX (from 1nM to 25nM in media, diluted from 1mg/ml stock in DMSO) for 10 days. The media was replaced with fresh media containing vehicle or PTX once every 2 days during the treatment period. After the end of the treatment period, the cells were washed once with PBS and then fixed for SA-beta gal assay.

To assess the sensitivity of CMVECs to PTX-induced senescence, SA-β-gal activity was compared in PTX-treated CMVECs and untreated controls. On day 10 after PTX treatment, histochemical staining for SA-β-gal activity was performed using the Sigma-Senescence Cells Histochemical Staining Kit (Sigma, No. CS0030, St. Louis, MO), following the manufacturer’s guidelines. To analyze the ratio of senescent cells in each well, microscopic images of the stained CMVEC cultures were captured (at 10x magnification, 30 random fields per group). The percentage of β-galactosidase-positive cells (blue cytoplasmic staining) was calculated by a naïve observer.

*Single-cell transcriptomics*

To identify senescent cells in brains of PTX-treated mice, a single-cell transcriptomics-based method was also used, as described[^2^](#_ENREF_2). This technology enables capture of mRNAs from single cells obtained from dissociated tissues, synthesis and amplification of cDNA, and generation of single-cell libraries for sequencing. We used a gel bead-in-emulsion-based droplet sequencing method, which is ideal for studying a large amount of brain cells in an unbiased manner. We identified cerebromicrovascular endothelial cells and other brain cell types on the basis of their gene expression profile and matched transcriptomic signatures of cellular senescence to these cells, as described[^2^](#_ENREF_2).

Tissue processing, cell isolation

Brains from PTX-treated mice (n=5) were quickly removed and rinsed in ice cold PBS, and minced into ≈ 1 mm^3^ pieces. Single-cell suspensions were obtained from the brain samples using the methods described for the FACS studies, with some modifications. In brief, brain samples were digested and cleared with Debris Removal Solution (Miltenyi Biotech). Cell pellets were stained with SYTOX™ Green Nucleic Acid Stain (Invitrogen), and dead cells were removed by Fluorescent Activated Cell Sorting (FACS) with the low-pressure WOLF Cell Sorter™ (NanoCellect) to obtain the cell suspension enriched in living cells. Cells were kept on ice until the sequencing. The advantage of this method is that it yields intact, high quality cells that are ideal for transcriptomic studies.

Single-cell RNA sequencing (scRNA-seq)

All the samples were simultaneously isolated and processed through all steps to generate stable cDNA libraries. After dissociation, cells were diluted in ice-cold PBS containing 0.4% BSA. Cells were loaded into a Chromium Single Cell 3′ Chip (10x Genomics, Pleasanton, California) and processed following the manufacturer’s instructions. Library construction was performed using the Chromium Single Cell 3′ Library & Gel Bead Kit v2 (Catalog# 120267, 10x Genomics, Pleasanton, California). Libraries were pooled based on their molar concentrations. Pooled library was sequenced on one high-output lane of the NovaSeq 6000 instrument (Illumina, San Diego, California). To de-multiplex samples, process barcodes, align and filter reads and generate feature-barcode matrices we used 10x Genomics Cell Ranger (v3.0.2) pipeline (10x Genomics, Pleasanton, California) according to the manufacturer`s instructions. Reads were mapped to the 10x Genomics reference of mm10 mouse transcriptome (v.1.2.0).

Analysis of single-cell datasets:

The downstream analyses of Cell Ranger output were performed with the help of Seurat (v4.1) workflow implemented as an R package (R v4.1.1)[^31^](#_ENREF_31)^,^ [^32^](#_ENREF_32). Data obtained in each PTX-treated mouse samples were pooled. Our initial dataset contained 17728 cells. In the first step, low quality cells were removed. Cells with extremely high or low number of unique genes and cells with extremely high percentage of reads that map to the mitochondrial genome (more than 15% of all reads) were excluded from the further analysis[^33^](#_ENREF_33)^,^ [^34^](#_ENREF_34). After this quality control step, the final dataset consisted of data from 13487 cells. To remove technical variability, we normalized our data using *SCTransform* algorithm[^35^](#_ENREF_35) implemented natively in the Seurat workflow and boosted by the *glmGamPoi* method[^36^](#_ENREF_36). During this step the variable ‘percentage of reads that map to the mitochondrial genome’ were regressed out and the other parameters of the function were set to default. The top 3000 variable features detected by the *SCTransform* algorithm were used to run principal component analysis (PCA) on the data by the RunPCA function with the default parameters. The cells were clustered with by the *FindNeighbors* and the *FindClusters* function subsequently using the top 25 component of PCA. This function used unbiased Louvain clustering algorithm with the resolution parameter 0.065 (arXiv:0803.0476 [physics.soc-ph] accessed at https://arxiv.org/abs/0803.0476)[^37^](#_ENREF_37).

How the deposited data were processed for this re-analysis (not part of the article)

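Visium spatial gene expression was measured on 8 coronal sections, 2 of each group: Control and the mice given PTX alone, with GCV or with ABT263. The authors made the counts with Space Ranger (1.2.1 per the file headers) on the genome mm10, and these are whole UMI counts per gene and spot as deposited, with array positions. The submitters' processing notes also name Seurat 4.0, and no step of Seurat is in the counts. Images and clusters of the authors were not analysed here. The 32285 features include 32235 that the annotation used here also holds.

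Spots under tissue with under 200 detected genes or over 30% mitochondrial UMIs were left out, 107 and 129 in Control, 78 and 35 in PTX, 67 and 88 in PTX+GCV and 127 and 137 in the sections labelled PTX+ABT263. Cdkn2a was in none of them. The median spot held 7583 and 12655 UMIs in Control, 15716 and 13442 in PTX, 9006 and 12657 in PTX+GCV, and 13449 and 12259 in the sections labelled PTX+ABT263, and 3049 to 4798 genes. At this depth a share of spots rests on 2 to 16 positive spots per section, and its exact 95% interval is given. Clustering used SCTransform and integration over sections in Seurat 5.3.0 with R 4.3.3 (2000 features, 20 principal components, resolution 0.15), and as alternatives a resolution of 0.3 and Leiden clusters (leidenalg 0.10.2) from scanpy 1.11.5. A cluster was named by markers among its leading 10 genes and by a majority of 1.5 times among all markers. Marker lists, gene lists, comparisons, tests and alternatives were fixed before the data were examined. The exceptions, chosen after seeing the data, are that ratio, the use of the current symbol Ccn2 for a marker listed under its older name, and the permutation test of region preference. Also chosen then were the rate ratios, the draws by depth for spots that lie together, equal region shares, fits without the PTX+ABT263 group and counts outside chromosomes X and Y, and the tests of swapped sections and of female mice, the correlation over all other genes and the levels of Pmch, Hcrt and Avp in the rest of a section.

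UMIs were summed per section over the whole section, isocortex, fiber tracts and hippocampus. Genes were tested with edgeR 4.0.16 (TMM factors, filterByExpr, quasi-likelihood F-test, genes of Table S2 always kept). A standard error is the log2 fold change over the square root of F. The comparisons are PTX against Control and, in the whole section and isocortex, each senolytic group against PTX. DESeq2 1.42.0 was the alternative. For PTX against Control it gave an adjusted p to 5203 of 14443 isocortex genes and 14733 of 16673 in the whole section. Genes without an adjusted p count as not passing in the gene lists. 42 gene lists were fixed for the tissue and treatment, and the 31 with at least 5 genes tested in the isocortex entered camera of limma 3.58.1 with a preset correlation of 0.01, with an estimated correlation and fry as alternatives. The effect of PTX in the isocortex was set against that in the rest of the section with limma on differences of log CPM within sections (prior count 2, alternative 0.5). Named genes are the 10 up and 10 down in the isocortex with the smallest adjusted p that passed and separate the sections of both groups (3 and 3 elsewhere), without unnamed models. They also are the 5 with the smallest p each way where under 5 passed, all genes of Tables S1 to S3 and up to 4 per list. Shares, exact tests and permutations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 (100000 draws), figures matplotlib 3.10.9.

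The steps were tested on simulated data with 200 genes changed in counts shaped like these. A change of 1.5 times was recovered for 59.1% of genes in the isocortex, 57.6% in the whole section, 4.48% in the fiber tracts and 12.1% in the hippocampus, and a change of 4 times for 92.4%, 96.9%, 86.4% and 89.2%. Of 9739 to 16660 genes tested 4 to 12 unchanged ones were called. For the effect in the isocortex against the rest, 3.03% were recovered at 1.5 times, 32.3% at 2 times and 82.8% at 4 times. Of 3 raised lists 3 were found and of 19 others 0, and in positive spots 5 of 5 raised lists and 0 of 37 others. Both sections of a group correlate across genes of the isocortex at 0.985 to 0.993 and are not copies of one another. Section numbers do not pair sections across groups (correlations of residuals -0.115 to 0.0662), so no pairing entered the fits, and the replicate block is an alternative. Other alternatives were total counts, no filter on low counts, 2 groups in the fit, all spots under tissue, thinned counts, at least 2 UMIs for a positive spot, and leaving out each section in turn, where a lone section is assumed to vary like the other groups. Permuting the sections of 2 groups for the gene counts was not done, since groups have only 2 sections.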

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

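The choice of these 5 values was made after they were seen, since each is a signal in genes the paper does not discuss. Scaled to equal totals, Xist averaged 19.5 CPM over the 2 sections labelled PTX+ABT263 and 0.00821 over the other 6. On that scale haemoglobin transcripts averaged 332 CPM in the PTX sections, against 74.8 in Control and 50.4 with GCV, and 109 and 6.45 in the sections labelled PTX+ABT263, although the mice were perfused. In the hippocampus the same transcripts averaged 596 CPM with PTX and 26.6 in Control. Ttr was higher in the isocortex with PTX by 2.20 on the log2 scale. Avp was higher in the fiber tracts with PTX by 3.94 on the log2 scale, where Control section 2 had none.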

How the results depend on the processing

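Chosen only after the results were seen were the fits without the PTX+ABT263 group, the counts outside chromosomes X and Y and equal region shares; all other alternatives here were set in advance. Over 112 results, 1459 alternatives left 1186 on the same side of the test and in the same direction, 161 weaker, 8 stronger, 80 moved and 24 turned. Of the 1186, 231 are shares of positive spots, whose permutation test over sections cannot go below p = 0.333. Over sections these could turn in direction but could not pass the test, so they say little on robustness. Of 50 named genes with a call, 39 kept it with DESeq2, 49 with total counts, 50 with no filter, 46 with 2 groups in the fit, 36 without Control section 1, 44 without Control section 2, 19 without PTX section 1 and 20 without PTX section 2. The isocortex calls kept were 35 of 35 at resolution 0.3, 27 with Leiden regions and 25 with thinned sums. 12 alternatives of shares gave no value, since neither group had a positive spot. The cause was not tested for any of these shifts.

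Pooling spots per group takes the share of positive spots in the whole section past the test, by 0.33 percentage points for PTX against Control (Fisher's exact p = 0.00384) and -0.348 for GCV against PTX (Fisher's exact p = 0.00106). Spots then count as replicates. Leaving out 1 section at a time, the isocortex share moves from -0.195 to 1.39 points for PTX against Control, -1.48 to 0.101 for GCV and -1.30 to 0.276 for the sections labelled PTX+ABT263. As shares of all spots of a section it moves from -0.0260 to 0.331, -0.342 to 0.0153 and -0.285 to 0.0714. Each sign turns without PTX section 1, at -0.195, 0.101 and 0.276 (-0.0260, 0.0153 and 0.0714). In the fiber tracts PTX against Control moves from -0.0200 to 0.318 (-0.00107 to 0.0378 of all spots) and turns without Control section 1. The sections labelled PTX+ABT263 turn there to -0.438 when thinned to 1 depth and to 0.0168 of all spots with Leiden regions.

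Numbers of changed genes depend on the settings. With PTX, the 40 of the isocortex become 107 with DESeq2, 66 with total counts and 411 with no filter (0 to 185 leaving out 1 section). The 21 of the whole section become 152, 54, 874 and 70 with 2 groups in the fit (0 to 77). Also with PTX, the 3 genes of the fiber tracts become 0 with DESeq2 (85 at an unadjusted p under 0.05), 12 with no filter and 5 with 2 groups (0 to 7), and the 4 of the hippocampus 28 with no filter (4 to 10). With GCV the 3 of the isocortex become 5 with DESeq2, 6 with total counts, 104 with no filter, 14 with 2 groups and 10 without the PTX+ABT263 group (0 to 10). The 4 of the whole section become 82, 36, 547, 56 and 22 (0 to 50). In the sections labelled PTX+ABT263 the 29 of the isocortex become 136 with total counts, 341 with no filter, 80 with 2 groups and 18 with thinned sums (10 to 54). The 23 of the whole section become 116 with DESeq2, 118 with total counts, 712 with no filter, 91 with 2 groups and 13 outside chromosomes X and Y (12 to 66). Total counts shift the median of all genes by -0.13 in the isocortex and -0.11 in the whole section for the sections labelled PTX+ABT263, and the share of calls that rose from 41.4% to 11.0% and from 60.9% to 22.0%.

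With a replicate block, 7 genes change with PTX in the isocortex, 2 in the whole section and 1 in the fiber tracts, and 2 in the whole section with GCV; section numbers carry no pairing here. The 12, 11 and 10 lists past camera are 0, 0 and 0 with an estimated correlation (smallest adjusted p 0.225, 0.368 and 0.541) and 0, 0 and 0 in fry (0.176, 0.260 and 0.147).

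For spots that lie together, the number of touching pairs over those drawn is 2.49 in PTX section 1 and 0.968 in section 2 labelled PTX+ABT263, past the test before adjustment where the distance was not. It turns sign in PTX section 2 (-0.0725), PTX+GCV section 2 (-0.0477) and section 1 labelled PTX+ABT263 (-0.0890). Among senescence genes without a call in the isocortex, leaving out 1 section turns the log2 fold change for PTX of Cdkn2a (-1.24 to 1.45; -0.04 without Control section 1, -1.24 without PTX section 1), Cdkn1a (-0.37 to 0.21; 0.21 without Control section 2), Chek1 (-2.49 to 0.38), Chek2 (-0.87 to 1.12; also 0.00356 at resolution 0.3 and 0.23 with Leiden regions) and Tnfrsf10b (-2.40 to 0.69). It also turns for Cdkn2a with GCV (-1.85 to 0.64) and in the sections labelled PTX+ABT263 (-1.15 to 1.22), both without PTX section 1.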

Differences from the paper's values

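No test in this part was chosen after the result was seen. The paper's group values were read by eye from Fig. 1m as shares of all spots of a section, and its test took spots as units where the tests here take sections. The paper also shows clusters by expression and states that they match anatomical regions (Figure S4). Its areas are named from histology and an atlas and those here from marker genes of clusters, so the populations need not be the same. In the hippocampus the paper's value for Control is about 0.02%, read by eye in Fig. 1m, and the value here 0%. All alternatives set before the data were examined stay at 0% too and differ by the rule. But 0 of 4917 pooled spots allow up to 0.0750% (exact 95% limit), so this count does not exclude a share of the paper's size. For the sections labelled PTX+ABT263 in the hippocampus the paper's value is about 0.035% in Fig. 1m, read by eye, against 0% here and in all alternatives. Here 0 of 5504 pooled spots allow up to 0.0670%, so this count too does not exclude a share of the paper's size. Outside the named areas the paper's value for PTX is about 0.04% in Fig. 1m, read by eye, against 0.132% here, and no alternative comes within it. The value lies under the paper's when thinned to 1 depth (0.0258%) or with at least 2 UMIs (0%), and above it in the other alternatives. For PTX+ABT263 outside the named areas the paper's value is about 0.05% in Fig. 1m, read by eye, against 0.0905% here. Without PTX+ABT263 replicate 1 the value here is 0.0744%, which does not count as different. All other alternatives set before the data were examined still differ, under the paper's value when thinned to 1 depth (0.0215%) or with at least 2 UMIs (0%). A value was taken to differ where it lay more than the SD of the sections and more than 1.5 times from the paper's, with either above Control. By that rule the main values of the whole section and of the isocortex did not differ from those in Fig. 1m. They do differ when thinned to 1 depth or, but for GCV, with at least 2 UMIs for a positive spot. Both settings leave fewer spots to be called positive by design, so differences under them, here and above, do not weigh against the paper's values. The isocortex with PTX also differs without PTX replicate 1, at 0.0731% against about 0.33% in Fig. 1m, read by eye.

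The paper states that ABT263 lowered the burden of senescent cells in the white matter; in the fiber tracts here 2 of 580 spots were positive in the sections labelled PTX+ABT263 and 2 of 632 with PTX, while with GCV it was 0 of 668. As mean shares of all spots, the scale of Fig. 1m, that is 0.0364% against 0.0378% with PTX, which goes the way the paper states, and with Leiden regions the difference turns to 0.0168 percentage points. It states that positive spots are more frequent in the isocortex with PTX than in Control; here the group means go the same way, and 11 of the 13 positive isocortex spots lie in 1 PTX section. Without PTX section 1 the isocortex shares of both senolytic groups lie above PTX, by 0.101 and 0.276 percentage points.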

Other observations

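Tests chosen after the result was seen are those of depth, of swapped sections and of female mice, the correlation over all other genes and the levels of Pmch, Hcrt and Avp. The ratio at equal region shares was added after the shares had been seen, with its bound written before its value. Biology not described so far: in the isocortex with PTX, 23 genes of the interferon response moved up together in camera (adjusted p = 0.000696, median log2 fold change 0.32, adjusted p = 0.546 with an estimated correlation). So did 29 nuclear-encoded genes of oxidative phosphorylation (adjusted p = 0.290 with an estimated correlation). Scaled to equal totals, haemoglobin transcripts in the isocortex stood at 153 ± 56.5 CPM in Control, 332 ± 44.4 with PTX, 60.6 ± 23.5 with GCV and 139 ± 176 in the sections labelled PTX+ABT263 (SD, n = 2 sections each). In the whole section with PTX, 0 of 6 haemoglobin genes and partners passed edgeR over all genes and 5 adjusted over the list alone (5 at an unadjusted p under 0.05, 0 by DESeq2).

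More Cdkn2a positive spots were counted in the PTX than in the Control sections. Deeper sequencing as the only source is argued against by the rate per UMI, whose ratio has a lower limit of 1.07. Yet that limit falls under 1 without PTX section 1 (0.683), Control section 1 (0.839) or Control section 2 (0.832), so it rests on few molecules. A larger share of isocortex in the PTX sections is argued against by a ratio of 3.18 at equal region shares, with both PTX sections (0.640% and 0.348%) above both Control sections (0.0842% and 0.227%). An effect of PTX on cells that express Cdkn2a stays a hypothesis for the whole section and was not itself tested. Whether it holds beyond these sections stays open, since the mice behind them are not known to be separate.

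The sections labelled PTX+ABT263 carry Xist at 19.7 and 19.3 CPM of library totals, and the sum of 4 Y-linked genes is 1.02 and 0.111 there against 63.2 to 77.4 in the other 6, although all labels say male. A swap of a single section with another group is argued against, since 0 of the other 6 carry Xist at such a level or lack the Y-linked transcripts. An exchange of both sections with those of another group would leave the same pattern, so this test cannot decide on it. Female mice, or mice from outside this series, may be the source: Kdm5c, Kdm6a and Ddx3x, genes known to escape inactivation of the X chromosome, have a median log2 fold change of 0.43 against PTX. Sex and ABT263 then cannot be separated in any comparison with these sections, and no biological explanation was tested for the other genes that changed in them.

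Transcripts of the choroid plexus and hypothalamus differ between groups in isocortex spots, as Ttr at 3.76% and 8.56% of its level in the rest of the section in Control and 33.2% and 23.7% with PTX. RNA from other regions of the same section may be a source, since over 42 genes with far higher levels elsewhere the changes in the isocortex follow those in the rest (Spearman rho 0.621 across genes, which are not independent), and Pmch, a gene of the hypothalamus, stood at 2.39% to 3.07% of the rest in 7 of 8 sections while the rest ran from 71.3 to 1872 CPM. The shares of Hcrt (2.92% to 163%) and Avp (3.27% to 48.0%) were less steady. Both were largest in Control section 2, where the rest held 0.552 and 2.68 CPM. The other 6665 genes reach a rho of 0.570, so the bound set in advance was not taken to decide on RNA from other regions. A change of Ttr in the isocortex itself cannot be told apart from that: its change there exceeds that in the rest by 2.35 (95% interval 0.50 to 4.21, adjusted p = 0.605 over all genes in limma), with 2 sections per group. Scaled to equal totals, Ttr outside the isocortex stood at 3663 and 2854 CPM in Control and 2666 and 3845 with PTX. Hcrt of the hypothalamus stood at 712 and 0.552 against 19.2 and 2.27, and Avp at 190 and 2.68 against 464 and 366. Pmch stood at 1101 and 71.3 in Control and 75.7 and 0.797 with PTX. It was closer with GCV (1023 and 1049) and in the sections labelled PTX+ABT263 (1872 and 715). A treatment shared by both sections of a group does not account for such gaps within it. Sections cut at different levels may, which was not itself tested, and gene changes over whole sections may carry such differences.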
